# Developmental Diet Alters the Fecundity–Longevity Relationship and Age-Related Gene Expression in *Drosophila melanogaster*

**DOI:** 10.1093/gerona/glad199

**Published:** 2023-08-16

**Authors:** David H Collins, David C Prince, Jenny L Donelan, Tracey Chapman, Andrew F G Bourke

**Keywords:** Aging, Eusociality, Life history, mRNA-seq, Nutrition

## Abstract

The standard evolutionary theory of aging predicts a negative relationship (trade-off) between fecundity and longevity. However, in principle, the fecundity–longevity relationship can become positive in populations in which individuals have unequal resources. Positive fecundity–longevity relationships also occur in queens of eusocial insects such as ants and bees. Developmental diet is likely to be central to determining trade-offs as it affects key fitness traits, but its exact role remains uncertain. For example, in *Drosophila melanogaster*, changes in adult diet can affect fecundity, longevity, and gene expression throughout life, but it is unknown how changes in developmental (larval) diet affect fecundity–longevity relationships and gene expression in adults. Using *D. melanogaster*, we tested the hypothesis that varying developmental diets alters the directionality of fecundity–longevity relationships in adults, and characterized associated gene expression changes. We reared larvae on low (20%), medium (100%), and high (120%) yeast diets, and transferred adult females to a common diet. We measured fecundity and longevity of individual adult females and profiled gene expression changes with age. Adult females raised on different larval diets exhibited fecundity–longevity relationships that varied from significantly positive to significantly negative, despite minimal differences in mean lifetime fertility or longevity. Treatments also differed in age-related gene expression, including for aging-related genes. Hence, the sign of fecundity–longevity relationships in adult insects can be altered and even reversed by changes in larval diet quality. By extension, larval diet differences may represent a key mechanistic factor underpinning positive fecundity–longevity relationships observed in species such as eusocial insects.

The standard evolutionary theory of aging predicts that, as individuals grow older, selection for increased survivorship declines with age (1). Therefore, individuals experience the age-related decrease in performance and survivorship that defines aging (senescence) (2). Additionally, given finite resources, individuals should optimize relative investment between reproduction and somatic maintenance (3). This causes trade-offs between reproduction and longevity (4,5) with elevated reproduction often incurring costs to longevity (the costs of reproduction) (6). Such trade-offs and costs are evident in the negative fecundity–longevity relationships observed in many species.

Although a negative fecundity–longevity relationship is typical, fecundity and longevity can become uncoupled (7) and some species or populations may exhibit positive fecundity–longevity relationships (4). This can occur for several reasons. First, in *Drosophila melanogaster*, mutations can increase longevity without apparent reproductive costs (8–11), particularly mutations in the conserved insulin/insulin-like growth factor signaling and target of rapamycin network (IIS-TOR). This network regulates nutrient sensitivity and is an important component of aging across diverse taxa (2,12).

Second, fecundity and longevity can become uncoupled when there is asymmetric resourcing between individuals (13,14). Within a population, well-resourced individuals may have higher fecundity and longevity than poorly resourced individuals, reversing the usual negative fecundity–longevity relationship. However, because costs of reproduction are not abolished even in well-resourced individuals (13,14), a within-individual trade-off between fecundity and longevity remains present.

Third, fecundity and longevity can become uncoupled within and between the castes of eusocial insects (15–18), that is, species such as ants, bees, wasps, and termites with a long-lived reproductive caste (queens or kings) and a short-lived non- or less reproductive caste (workers) (19–21). In some species, queens appear to have escaped costs of reproduction completely (22–25). This may have been achieved through rewiring the IIS-TOR network (12,26), which forms part of the TOR/IIS-juvenile hormone-lifespan and fecundity (TI-J-LiFe) network hypothesized to underpin aging and longevity in eusocial insects by Korb et al. (27).

*Drosophila melanogaster* is an important model species for exploring the effect of diet on fecundity and longevity. In this species, dietary restriction extends adult life span if either adult diets (28–30) or larval diets (31–34) are restricted. Differences in diet quality can also decouple fecundity–longevity relationships in adults (30,35). For example, longevity is maximized on a low protein:carbohydrate diet and reproduction is maximized on a high protein:carbohydrate diet (30,35). Changes in adult diets are accompanied by age-related transcriptional changes (35–37) and dietary effects might be underpinned by downregulation of IIS-TOR signaling (38). *Drosophila melanogaster* larvae reared on restricted diets exhibit longer development times, lower development success, and smaller body sizes, but effects on fecundity and/or longevity can be positive or negative (32,33,39,40). Additionally, larval and adult diets may interact to have contrasting effects on adult life-history traits (32,39). As larval diet also determines key fitness traits (eg, body size), these results suggest that variation in the larval diet could be important in shaping the relationship between adult fecundity and longevity (39).

To date, no study has explored whether *D. melanogaster* experiencing different larval diets differ in the directionality of the fecundity–longevity relationship as adults. In particular, it is not known whether, when larval diet is manipulated, the negative fecundity–longevity relationship usually found in *D. melanogaster* females (4) can be reversed so that it becomes positive. Establishing this is critical to understanding the mechanisms underpinning fecundity–longevity relationships. In addition, larval diet could be a key untested determinant of the directionality of the fecundity–longevity relationship in species such as eusocial insects. Under this hypothesis, which is based on the concept of asymmetric resourcing, abundant larval resources may amplify genetic, environmental, or stochastic differences in individual quality. This could cause high-quality individuals (able to capitalize on increased larval resources) to exhibit high adult fecundity and longevity and low-quality individuals (unable to capitalize on increased larval resources) to exhibit low fecundity and longevity, causing a positive fecundity–longevity relationship (18). These patterns are observed in eusocial insect queens, which receive high-quality larval diets compared to workers and exhibit a positive fecundity–longevity relationship (18,41). Therefore, the hypothesis predicts that, other things equal, a superior larval diet generates a positive fecundity–longevity relationship.

Accordingly, our first aim was to determine the effect of larval diet on the directionality of the fecundity–longevity relationship in adult *D. melanogaster* females. We reared *D. melanogaster* larvae on 3 treatment diets: low-quality (20% SYA, ie, Sugar Yeast Agar), medium-quality (100% SYA), and high-quality (120% SYA) diets (henceforth, L, M, and H treatments, respectively). We then reared the adult female flies eclosing from all 3 treatment diets on a different, standardized, common garden adult diet (110% SYA) and measured the effect of treatment (ie, larval diet) on individual adult longevity (number of days lived posteclosion) and fertility (ie, realized fecundity, as measured by egg production and offspring production). As larval diet affects development time, development success, and adult body size, we also measured these traits. We used females because this permitted direct measures of fertility and because females are more responsive to diet in their life-history traits than males (39). We hypothesized that the differences in larval diet would change the directionality of the fecundity–longevity relationship within each treatment. More specifically, we hypothesized that the fecundity–longevity relationship would be either positive, or less negative, in the H females (reared on a high-quality larval diet) compared to the M and L females (reared on medium- and low-quality larval diets, respectively).

Our second aim was to determine whether changing the directionality of the fecundity–longevity relationship would affect the expression of age-related genes (ie, genes that change expression with time). *Drosophila melanogaster* females show age-related transcriptional changes covarying with reproductive senescence (36,37) and adult diet (35). However, the genetic correlates of changes in the directionality of the fecundity–longevity relationship following manipulation of larval diet have not previously been investigated. We used mRNA-seq to sequence transcriptomes from head, fat body (abdomen minus gut and ovaries), and ovaries of females from the M and H treatments (as these 2 treatments showed the most pronounced difference in the directionality of the fecundity–longevity relationship) at 2 relative time intervals, that is, after 10% and 60% of females in each treatment had died (representing low and high mortality, respectively). We hypothesized that a change in the directionality of the fecundity–longevity relationship would alter the pattern of gene-expression change with relative age in each of these treatments. In comparisons with genes in the GenAge database (42), which contains experimentally validated *D. melanogaster* genes associated with aging, and in the TI-J-LiFe network (27), we also tested whether the expression of aging-related genes (ie, genes in pathways that directly affect aging) covaried with the directionality of the fecundity–longevity relationship.

## Method

### Fly Rearing and Sample Collection

We reared females on different diets (20% (L), 100% (M), and 120% (H) standard SYA) as larvae, transferred them to a common diet (110% SYA) as adults, and maintained them in egg-laying condition by allowing them to mate every 8 days until death. Within each treatment, we allocated females into subgroups, that is, life-history females (to record life-history data) and RNA-1 and RNA-2 females (to characterize gene expression at 10% and 60% mortalities, respectively). We used these subgroups to test the effect of larval diet on individual longevity and fertility, and on age-related gene expression, in adult females (Figure 1; see also Supplementary Methods for further details).

**Figure 1.**
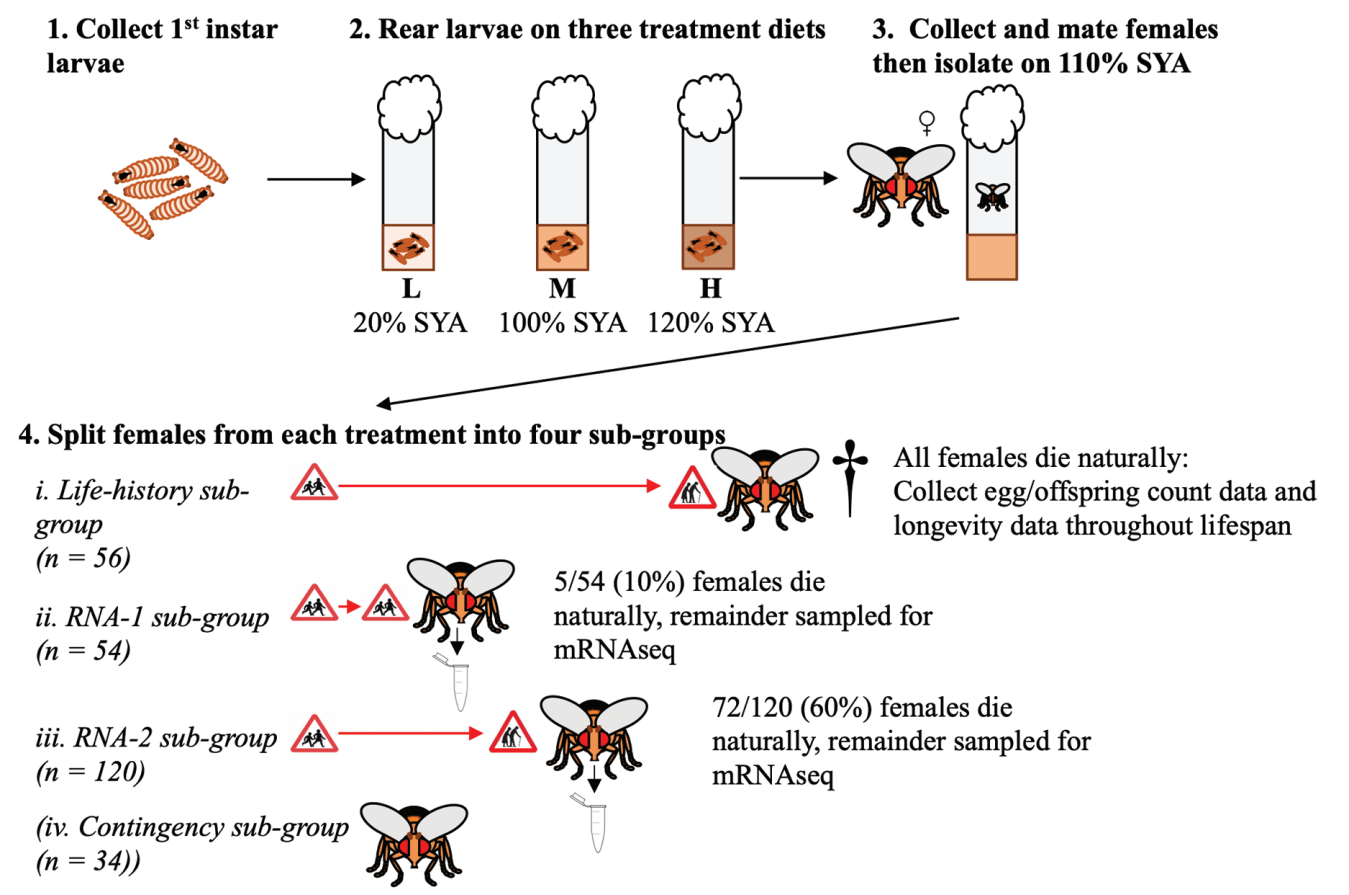
Outline of experimental design to determine the effect of larval diet (treatment) on the fecundity–longevity relationship and age-related gene expression of adult female *Drosophila melanogaster*. Flies were reared as larvae (of both sexes) on 3 treatment diets: L: low quality, 20% Sugar Yeast Agar (SYA); M: medium quality, 100% SYA; H: high quality, 120% SYA. Adult males were discarded or used for mating and adult females, after mating, were maintained on a common 110% SYA diet. Females were split into 4 subgroups per treatment: life-history subgroup: used to provide fertility and longevity data; RNA-1 subgroup: used to provide gene expression data following 10% adult mortality; RNA-2 subgroup used to provide gene expression data following 60% adult mortality; contingency subgroup: used to replace females that died during initial set-up and RNA females accidentally lost during handling. Horizontal arrows in section 4 represent the relative longevity of each subgroup before the last individual died or was sampled. Final sample sizes were: L: life-history (*n* = 56), RNA-1 (*n* = 54), RNA-2 (*n* = 120); M: life-history (*n* = 45), RNA-1 (*n* = 50), RNA-2 (*n* = 92); H: life-history (*n* = 56), RNA-1 (*n* = 54), RNA-2 (*n* = 120). See Method section for full details.

### Aim 1: Effect of Larval Diet Treatments on Fecundity–Longevity Relationships

We used the 157 (56 L + 45 M + 56 H) life-history females to determine the effects of treatment on longevity and fertility for each female from day 4 (Figure 1). For longevity, we twice daily (between 09:30–11:00 am and 17:00–19:00 pm) recorded whether each female was dead (until the last female death 88 days eclosion). For fertility, we obtained egg counts and adult offspring counts (eggs that reached adulthood) every 24 hours for 7 consecutive days over the first 8-day cycle (ie, 8 days following the first mating opportunity) and every 48 hours over subsequent 8-day cycles (ie, 8-day periods following later mating opportunities). Once each female had died, we recorded thorax size as an index of body size (see Supplementary Methods for further details).

### Aim 2: Effect of Larval Diet Treatments on Gene Expression in Adult Females

We used the RNA-1 and RNA-2 subgroups of females to produce samples for gene expression profiling by mRNA-seq (Figure 1). Within each treatment and subgroup, we recorded mortality as for the life-history females and collected surviving females after the requisite number of females had died (10% for the RNA-1 subgroup, 60% for the RNA-2 subgroup). We chose these relative (rather than absolute) mortality thresholds to account for differences in aging between different treatments and facilitate comparisons with other studies (33,37). Overall, we collected the following numbers of females from each treatment: L: RNA-1: *n* = 49 (out of 54), RNA-2: *n* = 48 (out of 120); M: RNA-1: 45 (out of 50), RNA-2: 37 (out of 92); H: RNA-1: *n* = 49 (out of 54), RNA-2: *n* = 48 (out of 120).

#### Dissections and RNA extraction

We sequenced the RNA-1 and RNA-2 mRNA samples from the 2 treatments that showed the most dissimilar fecundity–longevity relationships from each other (ie, the M and H treatments; see Results section). For each female, we dissected the head, fat body, and ovaries, and then pooled each tissue into samples of 11–12 individuals each. We then extracted RNA from each tissue sample, and sent 3 RNA samples of each treatment, tissue, and subgroup to Edinburgh Genomics (Edinburgh, UK) for Illumina 100 base pair, paired-end sequencing on a NovaSeq6000 sequencer (3 samples of 11–12 pooled individuals each × 3 tissues × 2 sub-groups × 2 treatments = 36 RNA samples in total).

### Statistical Analysis

To address our first aim (effect of larval diet treatments on fecundity–longevity relationships), we implemented the following statistical approaches to analyze fertility and longevity data from females of the life-history subgroups. All analyses were conducted with the R (version 4.0.3) statistical programming platform in RStudio (v.2022.02.0; see Supplementary Methods for further details).

#### Longevity

We investigated the effect of treatment on longevity (number of days between the date the female eclosed and the date of the female’s death) using Cox Proportional Hazards regression analyses. We first modeled longevity including all females and then, as differences in female survival appeared to converge after day 55 (Figure 2A), we conducted 2 additional analyses. These either included only females dying before day 55 (“early-death females”), with females dying after day 55 (“late-death females”) being censored, or included only late-death females, with early-death females being censored (see Supplementary Methods for further details). In each of these 3 analyses, treatment had no significant effect on longevity, so only the longevity model output from the analysis including all females is reported.

**Figure 2.**
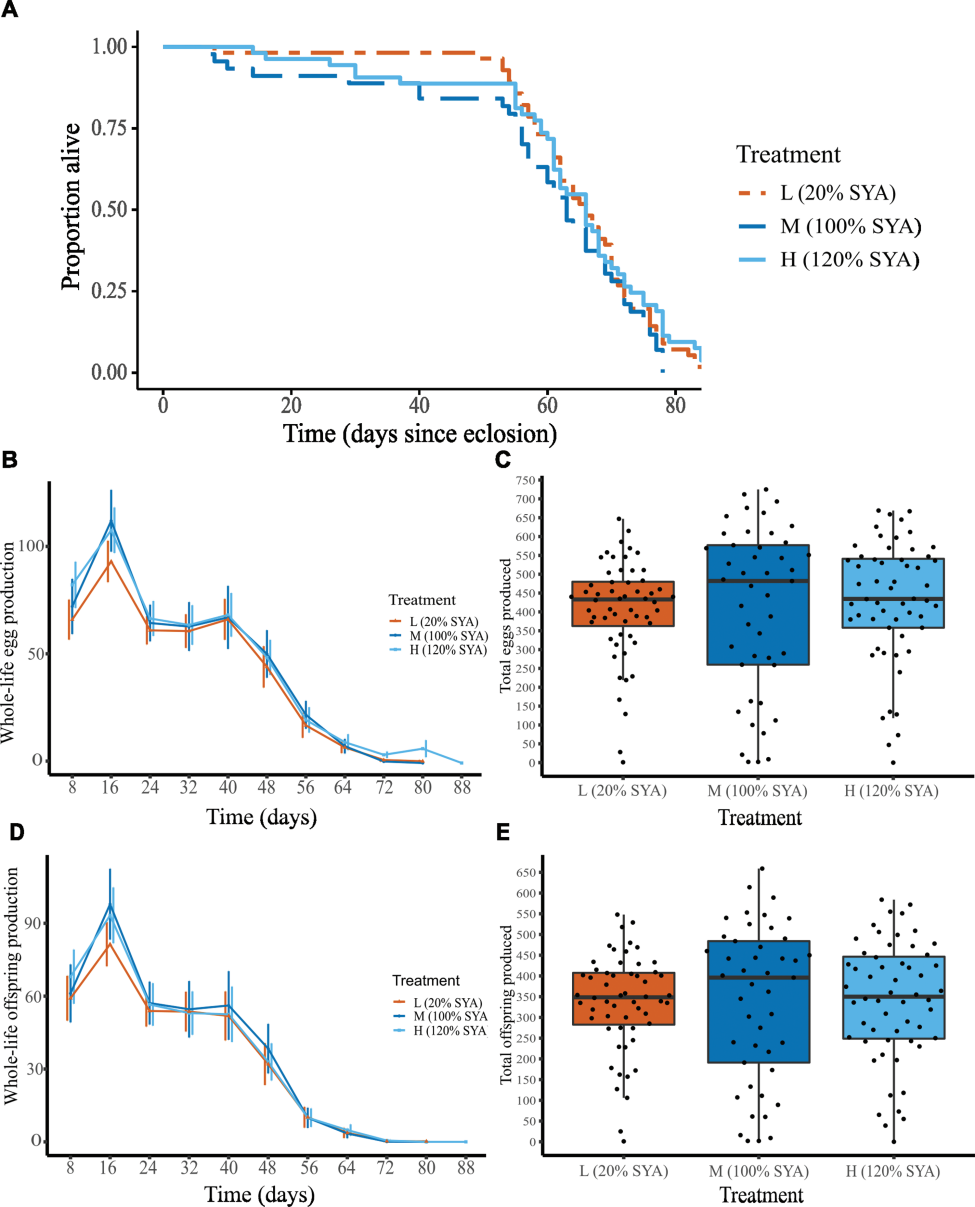
Longevity and fertility in adult female *Drosophila melanogaster* reared on L (20% Sugar Yeast Agar [SYA], orange, *n* = 56), M (100% SYA, dark blue, *n* = 45), H (120% SYA, light blue, *n* = 56) treatment diets as larvae, and on 110% SYA diet as adults. (A) Proportion alive as a function of time (days since eclosion) for L (orange dashed line), M (dark blue dashed line), and H (light blue solid line) females. There was no significant difference between treatments in proportion alive as a function of time. (B) Whole-life egg production (number of eggs produced per 8-day cycle) as a function of time (represented by the last day of each successive 8-day cycle) for L (triangles), M (circles), and H (squares) females. Error bars (offset): 1 *SD.* Whole-life egg production decreased significantly with time for all treatments, but there was no significant difference between treatments in whole-life egg production. Early-life egg production (ie, set of points at day 8) was significantly higher for H females compared to M and L females. (C) Total eggs produced (sum total number of eggs produced per female, black circles). Horizontal bars: median (across all females within each treatment); boxes: interquartile ranges; whiskers: ranges up to 1.5× the interquartile range. There was no significant difference between treatments in total eggs produced. (D) Whole-life offspring production (number of adult offspring produced per 8-day cycle) as a function of time (represented by the last day of each successive 8-day cycle) for L (triangles), M (circles), and H (squares) females. Error bars (offset): 1 *SD*. Whole-life offspring production decreased significantly with time for all treatments, but there was no significant difference between treatments in whole-life offspring production. There was also no significant difference between treatments in early-life offspring production (ie, set of points at day 8). (E) Total offspring produced (sum total number of eggs produced per female, black circles). Horizontal bars: median (across all females within each treatment); boxes: interquartile ranges; whiskers: ranges up to 1.5× the interquartile range. There was no significant difference between treatments in total offspring produced.

#### Fertility

We investigated the effect of treatment on fertility by analyzing 4 time-dependent (ie, repeated) measures of fertility for each life-history female: (1) early-life egg production: the number of eggs produced every 24 hours for the first 8-day cycle for each female; (2) early-life offspring production: the number of adult offspring produced every 24 hours for the first 8-day cycle for each female; (3) whole-life egg production: the number of eggs produced during each 8-day cycle (including the first 8-day cycle) across the whole life of each female; and (4) whole-life offspring production: the number of adult offspring produced during each 8-day cycle (including the first 8-day cycle) across the whole life of each female. We analyzed each of these measures using zero-inflated generalized linear mixed effect models with negative binomial error structure.

We also tested for an effect of treatment on 2 additional lifetime measures of fertility for each female: (1) total eggs produced: the total number of eggs produced (summed across all 8-day cycles) and (2) total offspring produced: the total number of adult offspring produced (summed across all 8-day cycles). We analyzed each of these measures using glms with negative binomial error structure.

Lastly, we analyzed the effect of treatment on each female’s egg viability (the total number of adults developing from eggs as a proportion of the total number of eggs that were produced during each 8-day cycle). We analyzed these data using a glmm with binomial error distribution.

For all fertility measures, the full list of fixed and random effects is described in Supplementary Methods and the model rankings (from lowest to highest AICc value) are reported in Supplementary Table 1.

#### Fecundity–longevity relationships

To test the hypothesis that differences in larval diet would change the directionality of the fecundity–longevity relationship within each treatment, we used ANCOVA to determine the effects of treatment and longevity on whole-life mean fertility (mean number of eggs or mean number of adult offspring produced per day over each female’s whole life). To check that the early-death females were not disproportionately contributing to the relationships found (Figure 3), we then repeated the analysis including only late-death females, with early-death females omitted. To check for any effects of fecundity early in life (given that in natural populations many females might die relatively young), we also repeated the analysis using early-life mean fertility (mean number of eggs or offspring produced per day over the first 8-day cycle) in place of whole-life mean fertility.

**Figure 3.**
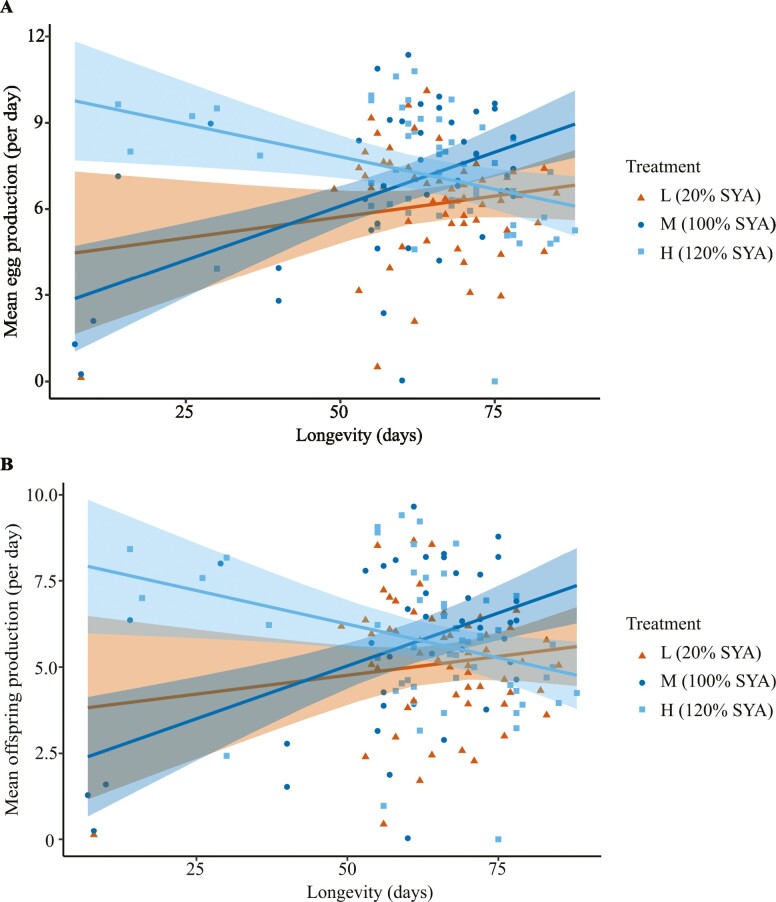
Fecundity–longevity relationships in adult female *Drosophila melanogaster* reared on L (20% Sugar Yeast Agar [SYA] diet, orange, *n* = 56), M (100% SYA diet, dark blue, *n* = 45), H (120% SYA diet, light blue, *n* = 56) treatment diets as larvae, and on 110% SYA diet as adults. (A) Longevity versus whole-life mean fertility measured from mean egg production (mean number of eggs produced per day over each female’s whole life). (B) Longevity versus whole-life mean fertility measured from mean offspring production (mean number of adult offspring produced per day over each female’s whole life). The solid line and shading represent each linear relationship and set of confidence intervals for each treatment, respectively. For both mean egg production and mean offspring production, females showed no significant fecundity–longevity relationship on 20% SYA diet, a significant positive relationship on 100% SYA diet, and a significant negative relationship on 120% SYA diet.

To explore potential effects of treatment further, we also investigated whether treatment affected development time, development success, and adult female thorax size (see Supplementary Methods for further details).

### Bioinformatic Analysis

To address our second aim (effect of larval diet treatments on gene expression in adult females), we analyzed the mRNA-seq data from the RNA-1 and RNA-2 subgroups of M and H females, having determined that each mRNA-seq library passed quality assessment (Supplementary Figures 1–3, Supplementary Table 2, and Supplementary Methods for further details).

#### Age-related gene expression

We estimated transcript counts for each gene and pseudoaligned reads to the *D. melanogaster* transcriptome (Supplementary Tables 3 and 4). We then conducted differential expression analysis using an FDR adjusted *p-*value threshold of .05, to generate 4 lists of differentially expressed genes (DEGs) for each tissue: genes more highly expressed in RNA-2 than RNA-1 (upregulated genes) and genes more highly expressed in RNA-1 than RNA-2 (downregulated genes) within each of the M and H treatments (Tables D1–D3 (43)).

We performed Fisher’s Exact Tests to detect significant overlaps between M and H treatment DEGs for each tissue (head, fat body, and ovaries) and each direction of differential expression with age (up- or downregulated genes), resulting in a total of 6 comparisons (see Supplementary Methods for further details).

#### Gene ontology

For each tissue, we identified biological processes Gene ontology (GO) terms that were significantly overrepresented (*p* < .05 following Benjamini–Hochberg correction for multiple testing) in a set of DEGs against a background consisting of all genes expressed in the tissue (see Supplementary Methods for further details).

#### Comparisons with other data sets

To further explore the effect of treatment on gene expression, we compared lists of M and H treatment DEGs from the current data set to lists of age- and/or aging-related genes from previous studies. We first compared lists of M and H treatment DEGs with (for head) DEG lists from Pacifico et al. (44) (brain) and (for fat body) those from Chen et al. (45) (fat body) (8 comparisons). We also compared lists of DEGs from the current data set to lists of *D. melanogaster* genes in the GenAge database (42) (6 comparisons) and the TI-J-LiFe network (27) (36 comparisons). For all these analyses, we used Fisher’s Exact Tests (with Bonferroni correction) to detect significant overlaps between gene lists (see Supplementary Methods for further details).

## Results

### Aim 1: Effect of Larval Diet Treatments on Fecundity–Longevity Relationships

#### Longevity

The longevities of L females (mean longevity (*SD*) = 65.2 (16.3) days), M females (mean longevity (*SD*) = 58.7 (19.1) days), and H females (mean longevity (*SD*) = 63.3 (11.7) days) did not differ significantly (coxph: M > L: *z* = −1.234, *p* = .217; M > H: *z* = −1.799, *p* = .072; Figure 2A). Therefore, the treatments had no effect on adult female survivorship and longevity.

#### Fertility

H females had significantly higher early-life egg production than M and L females (mean eggs produced per day (*SD*): H = 12 (7.9), M = 10.9 (8.5), L = 9.6 (7.3); glmm: *z* = 1.999, *p* = .046; Figure 2B; Supplementary Tables 1 and 5). However, there was no effect of treatment on whole-life egg production (glmm: H > M: *z* = 1.300, *p* = .194; M > L: *z* = 0.083, *p* = .934; Figure 2B; Supplementary Tables 1 and 5) or total eggs produced (LRT: *df* = 2, χ^2^ = 0.221, *p* = .895; Figure 2C). Despite the early-life differences in egg production, there were no significant differences between treatments in early-life offspring production (glmm: H > M: *z* = 1.227, *p* = .220; L > M: *z* = 0.206, *p* = .837), whole-life offspring production (glmm: H > M: *z* = 0.162, *p* = .871; L > M: *z* = 0.745, *p* = .474; Figure 2D; Supplementary Tables 1 and 5), or total offspring produced (LRT: *df* = 2, χ^2^ = 0.008, *p* = .996, Figure 2E). There were also no significant differences between treatments in egg viability (glmm: H > M: *z* = −0.578, *p* = .563; L > M: *z* = −0.030, *p* = .976; Supplementary Figure 4, Supplementary Tables 1 and 5). In all 3 treatments, whole-life egg production, whole-life offspring production, and egg viability decreased significantly over time (glmm: whole-life egg production: *z* = −35.994, *p* < .001; whole-life offspring production: *z* = −21.419 *p* < .001; egg viability: *z* = −14.067, *p* < .001; Figures 2B and D; Supplementary Figure 4, Supplementary Tables 1 and 5) and there were no interactions between treatment and time for any of these variables (Supplementary Tables 1 and 5).

#### Fecundity–longevity relationships

The relationship between longevity and whole-life mean fertility (mean egg or mean adult offspring produced per day over each female’s whole life) showed a significant interaction with treatment (ANCOVA, eggs: *F* = 11.991, *df* = 2, 146, *p* < .001; offspring: *F* = 9.427, *df* = 2, 146, *p* < .001; Figure 3). L females showed no significant relationship between longevity and whole-life mean fertility (eggs: *F* = 1.619, *df* = 1, 54, *p* = .209, *R*^2^ = 0.011; offspring: *F* = 1.096, *df* = 1, 54, *p* = .299, *R*^2^ = 0.002), M females a significant positive relationship (eggs: *F* = 14.63, *df* = 1, 41, *p* < .001, *R*^2^ = 0.245; offspring: *F* = 12, *df* = 1, 41, *p* = .001, *R*^2^ = 0.208), and H females a significant negative relationship (eggs: *F* = 7.664, *df* = 1, 51, *p* = .008, *R*^2^ = 0.114; offspring: *F* = 5.529, *df* = 1, 51, *p* = .023, *R*^2^ = 0.08; Figure 3). When only late-death females were included in the analysis, L females still showed no significant relationship between longevity and whole-life mean fertility, and H females still showed a significantly negative relationship, but M females showed no significant relationship (see Supplementary Results for further details). When early-life mean fertility (ie, mean number of eggs or mean number of offspring produced per day over the first 8-day cycle) was used in place of whole-life mean fertility, L females still showed no significant relationship between longevity and mean fertility and M females again showed a significant positive relationship, but H females showed no significant negative relationship (see Supplementary Results for further details). Overall, therefore, L, M, and H females exhibited fecundity–longevity relationships differing in directionality. Moreover, although the positive and negative relationships found, respectively, in M and H treatment groups, were nonsignificant in 1 of the 3 analyses, this overall finding remained the case for the analysis using whole-life mean fertility but including only late-death females and for the analysis using early-life mean fertility.

These results support the hypothesis that the directionality of the fecundity–longevity relationship in adult female *D. melanogaster* can be changed by larval diet. However, the signs of these relationships were not as we predicted for their respective diets (ie, more positive in H females than in M and L females), and therefore, the contrast in directionality was also not the same as the one hypothesized.

Treatment also significantly affected development time, with the rank order of development time (slowest first) being L, M, and H females (Supplementary Figures 5 and 6), and adult female thorax size, with L females having significantly smaller thorax sizes than M or H females; however, treatment did not significantly affect development success (Supplementary Figures 7–9; see Supplementary Results for further details).

### Aim 2: Effect of Larval Diet Treatments on Gene Expression in Adult Females

#### Age-related gene expression

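Females reared as larvae on 100% SYA (M) or 120% SYA (H) were sampled after 10% (RNA-1) and 60% (RNA-2) of their cohort had died. Tissue from 11 or 12 females was pooled per sample, and mRNA from head, fat body and ovaries was sequenced in 3 libraries per tissue, diet and time point, which makes 36 libraries. The paper's fat body samples are the abdomen without gut and ovaries, so they can hold other cells of the abdomen. The authors estimated counts with kallisto 0.46.1 on the BDGP6 transcriptome and normalized them with DESeq2. The values used here are these normalized counts, given for 12842 genes in head, 12394 in fat body and 11311 in ovaries. Whole reads could not be recovered from them, so no model for counts was fitted. Normalized counts in head summed to between 65672150 and 70637997 per library in M at RNA-1 (median 68615717) and between 56411248 and 57184745 at RNA-2 (median 56477037). In H they summed to between 62684280 and 66612970 at RNA-1 (median 66265404) and between 57100987 and 58884176 at RNA-2 (median 57383833). In fat body the sums lay between 63172781 and 71330128 (median 68190358) at RNA-1 and between 63351154 and 65639923 (median 63688796) at RNA-2 in M, and between 66729593 and 75354692 (median 74622672) and between 54372784 and 62964901 (median 55521257) in H. In ovaries they lay between 64388717 and 66467990 (median 64822818) and between 62228151 and 63870382 (median 63663539) in M, and between 67282974 and 69203516 (median 68284433) and between 61929809 and 62912621 (median 62802873) in H. The depth before normalization was estimated from the value that a single read takes in each library and lay between 38200000 and 223000000 read pairs. The M RNA-2 ovary libraries were estimated at 203000000, 38300000 and 223000000.
Genes with at least 10 normalized counts in at least 3 of a tissue's 12 libraries were tested, which kept 11197 genes in head, 10850 in fat body and 9438 in ovaries. For each tissue, limma 3.58.1 with a variance trend and robust variances was fitted to log2(value + 1) in the 4 groups, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. RNA-2 was compared with RNA-1 within each diet, and the difference between these changes (H minus M, the diet by time interaction) was tested in the same model. Time points were set by mortality within each diet, so age in days and the interval between time points may differ between M and H. The 41 gene lists were fixed before the data were examined. Each list with more than 1 tested gene was compared with all other genes by limma's camera test with a preset correlation of 0.01, adjusted over the lists of a comparison. The list of male accessory gland and sperm genes, with 1 tested gene in head and fat body, was left out, so 40 lists were tested. Of 600 tests of a list in a comparison, 223 passed with the preset correlation and 3 with a correlation estimated from the libraries, so most statements on lists rest on the preset value.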

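Between RNA-1 and RNA-2, genes of vision fell and genes of innate immunity rose in the heads of both M and H females. Of 31 tested genes of phototransduction and the eye, 28 fell in M and 27 in H and none rose (28 and 27 fell when adjusted over the list alone), with median log2 fold changes of -1.32 and -1.37. Rh2, the opsin of the ocelli, had a log2 fold change of -4.30 in M (standard error 0.40, adjusted p = 5.71e-05 from limma) and of -4.88 in H (standard error 0.40, adjusted p = 1.96e-05). The main photoreceptor opsin ninaE fell by 2.08 on the log2 scale in M and by 1.97 in H, and the arrestin Arr1 fell by 1.95 and 1.88. The corneal lens protein gene retinin fell from a mean of 39145 to 3794 normalized counts in M and from 31291 to 5783 in H (n = 3 libraries each). The camera test placed the list below other genes in both diets (adjusted p = 1.4e-18 in M and 5.28e-23 in H; with an estimated correlation, adjusted p = 0.357 and 0.292). After quantile normalization the list still passed, but ninaE was not called in either diet.
Of 30 tested genes for antimicrobial peptides and Bomanins, 27 rose and 1 fell in M, and 15 rose and 1 fell in H (27 and 15 rose when adjusted over the list alone). Their median log2 fold changes were 1.91 and 0.97. The antifungal peptide gene Drs rose by 4.01 (standard error 0.40) in M and by 2.32 (standard error 0.40) in H, and the defensin gene Def rose by 3.48 and 3.22. Drsl2 fell in both diets, by 2.54 in M and 3.12 in H. The list stood above other genes (camera adjusted p = 2.15e-14 in M and 2.51e-06 in H; with an estimated correlation, adjusted p = 0.357 and 0.69). Among 32 genes of Toll and Imd recognition and signalling, 18 rose and 3 fell in M, and 14 rose and none fell in H (20 and 18 rose when adjusted over the list alone). The Toll ligand gene spz rose by 0.82 in M and 1.03 in H, and the recognition gene PGRP-SA by 1.00 and 1.16. The genes that fell in M were GNBP3 (-0.38), psh (-0.31) and grass (-0.34), which act upstream of Toll; they, Drsl2 and Hsp22 are named after their values were seen. The camera test gave adjusted p = 0.000331 in M and 2.09e-06 in H (0.413 and 0.292 as adjusted p with an estimated correlation).
Of 26 genes for heat shock proteins and chaperones, 13 rose and 1 fell in M and 16 rose in H (13 and 17 rose when adjusted over the list alone). Hsp70Bb, an inducible chaperone gene, rose by 1.82 in M and 2.25 in H, Hsp23 rose by 1.16 and 2.26, and Hsp22 fell by 1.01 in M. The list rose relative to other genes in both diets (camera adjusted p = 0.000417 in M and 1.26e-08 in H), and the call in H held with an estimated correlation (adjusted p = 0.0444), while that in M did not (adjusted p = 0.357). Enzymes of the tricarboxylic acid cycle fell, 10 of 18 in M and 9 in H with none higher (15 and 9 adjusted over the list alone). Citrate synthase, kdn, fell by 0.80 in M and 1.03 in H, and the list's camera adjusted p was 2.57e-06 in M and 3.84e-05 in H (adjusted p = 0.413 and 0.592 with an estimated correlation). Of 4 genes for yolk proteins and their receptor, 3 fell in each diet, also when adjusted over the list alone. Yp1 fell by 1.78 in M and 1.15 in H, and Yp2 fell by 2.59 and 1.79. After quantile normalization the change was 0 for Yp1 in both diets and for Yp2 in H, and neither Yp2 in M nor Yp3 in H was called. That method gives each rank the same value in every library, so a gene that keeps its rank shows 0 however far it fell. The values after it therefore decide nothing on the fall of such genes. Yp3 had means of 2984100 and 303630 normalized counts at RNA-1 and RNA-2 in M and of 2248500 and 471240 in H. The yolk list passed in both diets (camera adjusted p = 0.00118 and 0.00459; with an estimated correlation, adjusted p = 0.413 and 0.592) and did not pass after quantile normalization (adjusted p = 0.384 and 0.776).
In all, 1774 genes rose and 1807 fell in M, and 1227 rose and 958 fell in H. Dividing the values by their library totals moved the median log2 fold change of all genes from 0.02 to 0.29 in M and from -0.01 to 0.16 in H, and the counts to 4600 up and 607 down in M and to 2377 up and 505 down in H. The 10 most abundant genes held 19.5 to 22.8% of the total in M at RNA-1 and 8.51 to 8.83% at RNA-2. In H they held 16.1 to 20.8% and 9.18 to 10.1%. The totals were lower at RNA-2, and division by a lower total raises every gene there. In the M RNA-1 libraries, the level of a gene relative to the other head libraries was correlated with its transcript length (r across genes of -0.39, 0.17 and -0.48 in replicates 1, 2 and 3). GNBP3, psh and grass were not called after division by library totals. Without replicates 1 and 3 (set aside after their values were seen) the M RNA-1 group holds 1 library, which is assumed to vary like the other groups, and 530 genes rose and 618 fell in M. Drsl2 (-3, standard error 0.97, from 0.63) and Def (3.32, standard error 1.37, from 0.83) were then not called in M, with folds near those above and wider errors. GNBP3 (-0.15, standard error 0.13), psh (-0.08, standard error 0.09) and grass (-0.05, standard error 0.11) were not called either, with smaller changes. A comparison with 1 library does not show that the lost calls came from the libraries left out. Leaving out 1 library gave 773, 3032 and 950 genes up in M without M RNA-1 replicates 1, 2 and 3 and 1092, 882 and 842 without M RNA-2 replicates 1, 2 and 3. Genes down in M numbered 871, 2828 and 1100 without M RNA-1 replicates 1, 2 and 3 and 1055 and 999 without M RNA-2 replicates 2 and 3. Genes down in H numbered 630 and 577 without H RNA-1 replicates 1 and 2, 636, 628 and 627 without H RNA-2 replicates 1, 3 and 4, and 1492 without M RNA-1 replicate 2.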

In head, 41.4% of upregulated M DEGs were shared with upregulated H DEGs, and 37.4% of downregulated M DEGs were shared with downregulated H DEGs. 

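In fat body samples, genes for yolk proteins fell with age in both diets, and antimicrobial peptide genes rose in M females. The eggshell list fell too, with 2 of 21 genes called in H, and whether its RNA came from ovary tissue was not tested. All 4 genes for yolk proteins and their receptor fell in M and 3 of 4 in H (4 and 3 adjusted over the list alone). The yolk protein gene Yp1 fell by 1.46 on the log2 scale in M and 1.49 in H, and Yp2 fell by 2.54 and 2.53. The gene yl, for the yolk protein receptor of the oocyte, fell by 4.49 in M (standard error 1.18, adjusted p = 0.0338 from limma). It was not called without M RNA-1 replicate 1 (-4.07) or 2 (-4.42) or without M RNA-2 replicate 1 (-4.75), 2 (-4.42) or 3 (-4.31), and its change in M was -1.39 (adjusted p = 0.055) with each library's germline mean as a covariate. Its change in H was -0.65 (standard error 1.18, adjusted p = 0.732). The yolk list passed in M (camera adjusted p = 1.78e-05; 0.116 as adjusted p with an estimated correlation) and in H (adjusted p = 0.00064; 0.319 as adjusted p with an estimated correlation). CNMa, a neuropeptide gene, fell by 4.19 in M and 3.64 in H.
Of 31 tested genes for antimicrobial peptides and Bomanins, 25 rose in M and 5 in H, and none fell (27 and 6 rose when adjusted over the list alone). BomT2, a Bomanin gene, rose by 2.43 in M and 1.52 in H, and CecA2, for a cecropin, had mean normalized counts of 18.2 (SD 11.2) at RNA-1 and 5582 (SD 8379) at RNA-2 in M (758.6 at RNA-2 without M RNA-2 replicate 3; log2 fold change 6.41, standard error 1.47). The list's median log2 fold change was 3.59 in M (camera adjusted p = 2.73e-19; with an estimated correlation, adjusted p = 0.378) and 0.52 in H (camera adjusted p = 0.0507). Among 33 genes of Toll and Imd recognition and signalling, 14 rose and none fell in M (16 rose when adjusted over the list alone; camera adjusted p = 9.34e-09; with an estimated correlation, adjusted p = 0.378). In H, 3 rose (SPE, modSP and PGRP-SB1) and 3 fell (Dredd, imd and grass, of which PGRP-SB1 and grass, like tor and ATPCL below, are named after their values were seen; 3 and 3 when adjusted over the list alone), and the list did not pass (camera adjusted p = 0.524). SPE, the protease that cleaves the Toll ligand, rose by 1.82 in M and 1.20 in H.
Of 21 eggshell genes, 9 fell in M and 2 in H and none rose (18 and 1 adjusted over the list alone), and the median changes were -3.84 and -2.56. Cp16, a chorion protein gene, fell by 5.53 (standard error 1.25) in M and 4.41 (standard error 1.25) in H. Its RNA-1 means varied widely between libraries, at 431.2 (SD 615.6) normalized counts in M and 476.9 (SD 637.2) in H. The mean log2(value + 1) of the eggshell genes was 6.54, 9.96 and 7.5 in the 3 M RNA-1 libraries and 7.79, 7 and 7.59 in the 3 H RNA-1 libraries. The eggshell list passed in M (camera adjusted p = 2.77e-08; 0.378 as adjusted p with an estimated correlation) and in H (camera adjusted p = 0.000453; 0.846 as adjusted p with an estimated correlation). Germline genes had a median change of -2.06 in M and 0.63 in H. The median difference between the diets was 3.19 (camera adjusted p = 1.88e-08; 0.866 as adjusted p with an estimated correlation), with no member passing the test of the difference. Of 34 germline and oogenesis genes, 5 fell in M (grk, aub, orb, fs(1)M3 and tor) and none was called in H (5 and 0 when adjusted over the list alone; 3260 of all genes had an unadjusted p under 0.05 in H by limma). Their mean log2(value + 1) was 10.5, 9.66 and 9.17 in the 3 M RNA-1 libraries and 10.7, 7.60 and 10.7 in the 3 H RNA-2 libraries. In the remaining groups it lay between 7.49 and 7.93 (M RNA-2) and between 8.48 and 9.81 (H RNA-1). The list passed in M (camera adjusted p = 1.44e-06; with an estimated correlation, adjusted p = 0.676), with a median of 0.09 once each library's germline mean was a covariate. It did not pass in H (camera adjusted p = 0.0959).

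**Figure D1:**
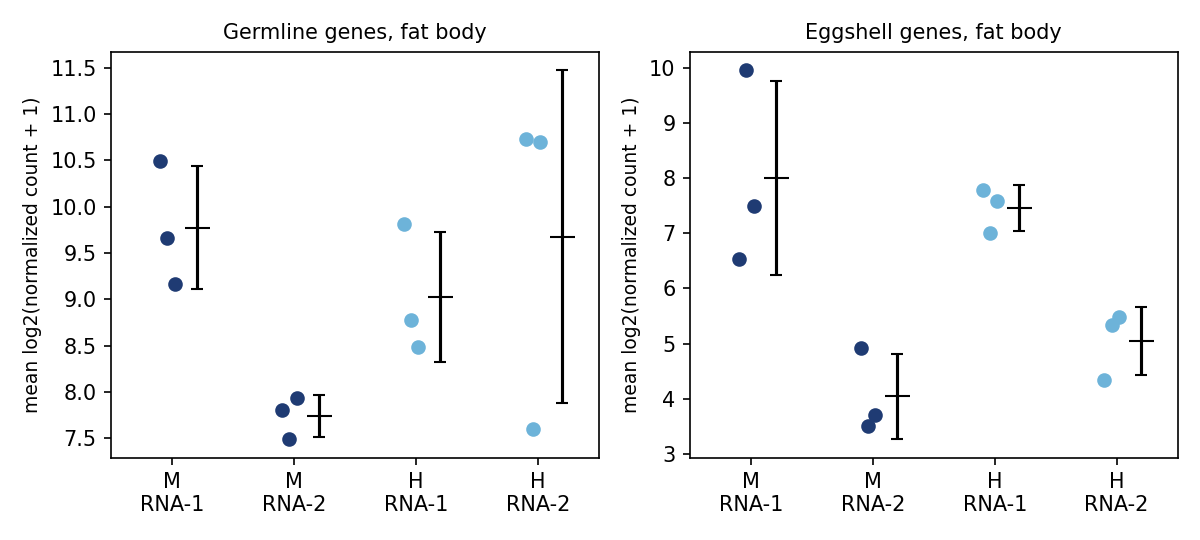
Mean log2(normalized count + 1) of the germline and oogenesis genes (left) and the eggshell genes (right) in each fat body library. Each point is 1 library, and bars give the mean and SD of the 3 libraries of a group; H RNA-2 replicate 2 lies at 7.60 in germline genes, apart from 10.7 in the other two.

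Of 34 glutathione S-transferase genes, which encode detoxifying enzymes, 9 rose in M and 9 rose and 1 (GstT4) fell in H (16 and 11 rose when adjusted over the list alone; camera adjusted p = 1.78e-05 in M, where it was 0.676 as adjusted p with an estimated correlation, and 0.266 in H). Of 32 genes of lipid metabolism, 3 rose and 6 fell in M (3 and 7 when adjusted over the list alone; camera adjusted p = 0.342). In H, 2 rose (mdy and ATPCL) and 13 fell (4 and 17 when adjusted over the list alone; camera adjusted p = 0.000864; with an estimated correlation, adjusted p = 0.846). The lipid droplet protein gene Lsd-1 fell by 1.36 in M and 1.60 in H, the lipoprotein gene apolpp fell by 0.73 and 1.23, and the lipase gene bmm rose by 0.76 in M. Over all genes tested, 924 rose and 550 fell in M, and 711 rose and 951 fell in H. Division by library totals moved the median of all genes in H from 0.05 to 0.37 and the counts to 3277 up and 427 down, and gave 1451 up and 406 down in M. Without the libraries with the most germline RNA (M RNA-1 replicate 1 and H RNA-2 replicates 1 and 3, set aside after their values were seen), 504 genes rose and 451 fell in M, and 225 rose and 185 fell in H. This leaves 1 library in H RNA-2 and 2 in M RNA-1, and the lone library is assumed to vary like the other groups, so calls can end through lost precision alone. In M, CecA2 (5.79, standard error 1.82), tor (-0.44, standard error 0.15, from -0.50) and bmm (0.72, standard error 0.18, from 0.15) were then not called. In H, Cp16 (-4.45, standard error 1.68), PGRP-SB1 (1.39, standard error 0.50, from 1.15), mdy (0.58, standard error 0.13, from 0.63) and ATPCL (0.44, standard error 0.13, from 0.40) were not called, at folds near those with all libraries. Dredd (-0.30, from -0.51), imd (-0.24, from -0.49), grass (-0.23, from -0.52) and GstT4 (-0.47, from -0.75) were not called in H either, with smaller changes (standard errors 0.12, 0.13, 0.18 and 0.14). The lipid list in H did not pass there (camera adjusted p = 0.0753), nor after quantile normalization (adjusted p = 0.0653). After quantile normalization neither apolpp in H nor grk in M was called, and after division by library totals neither imd, Dredd and grass in H nor tor in M. Leaving out 1 library gave 519 and 521 genes up in M without M RNA-1 replicates 1 and 2, 531 without M RNA-2 replicate 3, and from 233 (without M RNA-1 replicate 2) to 902 (without H RNA-2 replicate 2) genes down. In H, 431 rose without H RNA-1 replicate 4 and 449, 1837 and 445 without H RNA-2 replicates 1, 2 and 3, and 548 fell without H RNA-1 replicate 4 and 543 and 581 without H RNA-2 replicates 1 and 3.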

In fat body, 35.0% of upregulated M DEGs were shared with upregulated H DEGs, and 35.7% of downregulated M DEGs were shared with downregulated H DEGs. 

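In the ovaries of both diets, genes for the eggshell, yolk and the respiratory chain fell with age, and cell cycle genes rose. Of 22 eggshell genes, 15 fell in M and 16 in H and none rose (22 and 16 adjusted over the list alone), with median log2 fold changes of -5.35 and -4.06. The vitelline membrane gene Vm26Ab fell by 2.94 (standard error 0.40, adjusted p = 0.00317 from limma) in M and fell by 3.81 (standard error 0.40, adjusted p = 0.000186) in H. Cp18, a major chorion protein gene on chromosome 3L, had mean normalized counts of 41193 (SD 9133) and 364.4 (SD 573.3) at RNA-1 and RNA-2 in M and of 120480 (SD 50590) and 3149 (SD 5153) in H. The RNA-2 means were 33.43 without M RNA-2 replicate 2 and 174.6 without H RNA-2 replicate 1. The list passed the camera test in both diets (adjusted p = 9.74e-15 in M and 1.35e-07 in H; with an estimated correlation, adjusted p = 0.44 and 0.621). All 4 genes for yolk proteins and their receptor fell in both diets, also when adjusted over the list alone. Yp3 fell by 2.34 in M and 2.70 in H, and yl by 0.52 and 0.85. The yolk list had camera adjusted p = 0.000162 in M and 0.00159 in H (0.44 and 0.621 as adjusted p with an estimated correlation).
Of 69 nuclear genes of oxidative phosphorylation, 33 fell in M and 53 in H and none rose (47 and 56 adjusted over the list alone). ND-49, a subunit of complex I, fell by 0.39 in M and 0.55 in H, and ATPsynbeta, a subunit of the ATP synthase, fell by 0.35 and 0.50. The list passed in M (camera adjusted p = 1.35e-14; 0.44 as adjusted p with an estimated correlation) and in H (camera adjusted p = 4.14e-13; 0.621 as adjusted p with an estimated correlation). Of 85 genes for cytosolic ribosomal proteins, 10 fell in M and 55 in H (10 and 60 adjusted over the list alone). RpLP0 fell by 0.94 in M and 1.39 in H. The list's medians of -0.08 and -0.21 (camera adjusted p = 0.000101 and 5.01e-11; with an estimated correlation, adjusted p = 0.558 and 0.621) turned to 0.07 and 0.08 after quantile normalization. In M the list did not pass without M RNA-2 replicate 2 (median -0.02, camera adjusted p = 0.179). Cell cycle and DNA replication genes rose, 11 of 33 in M, with none lower, and 23 in H (14 and 24 adjusted over the list alone). In H, Dp and RnrL fell (named after their values were seen). The replication inhibitor gene geminin rose by 0.26 in M and 0.41 in H, and the cyclin gene CycB3 by 0.29 and 0.53. The cell cycle list had camera adjusted p = 7.21e-05 in M and 1.84e-06 in H (0.44 and 0.621 as adjusted p with an estimated correlation).
Of all genes tested, 921 rose and 1003 fell in M, and 2356 rose and 2154 fell in H. Values divided by library totals gave 1504 up and 844 down in M and 3706 up and 1498 down in H, with the median of all genes moving from 0.01 to 0.13 in H. After quantile normalization, 2820 rose and 1734 fell in H and 1113 rose and 774 fell in M, and ATPsynbeta was called in neither diet. Dp and RnrL were not called after division by library totals. Without the 2 most deeply sequenced M RNA-2 libraries (replicates 1 and 3, set aside after their values were seen) that group holds 1 library, assumed to vary like the others, and 114 genes rose and 290 fell in M. Vm26Ab (-2.18, standard error 0.45), Cp18 (-5.30, standard error 2.21, from 1.78), Yp1 (-1.40, standard error 0.43), Yp2 (-1.55, standard error 0.42) and Yp3 (-1.63, standard error 0.44) were then not called in M, and neither were geminin (0.18, standard error 0.07), CycB3 (0.25, standard error 0.11) and ATPsynbeta (-0.31, standard error 0.08). Each kept its direction, with a smaller change and a wider error. Leaving out 1 library gave 472 and 391 genes up and 643 and 543 down in M without M RNA-1 replicates 1 and 2, and 423 and 449 up and 611 and 610 down without M RNA-2 replicates 1 and 3. The mean log2(value + 1) of the eggshell genes in the 3 M RNA-2 libraries was 8.22, 11.2 and 6.60.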

In ovaries, 80.4% of upregulated M DEGs were shared with upregulated H DEGs, and 77.5% of downregulated M DEGs were shared with downregulated H DEGs. Overall, all comparisons (6/6) of M and H DEGs showed significant overlaps (mean percentage overlap relative to the M treatment = 51.23%; Fisher’s Exact Test, *p* *<* 1 × 10^−124^ in all cases; Figure 4; Supplementary Figures 10–12, Supplementary Table 6; Table D4 (43)).

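In each tissue and direction, genes called in M were called in H more often than 2 independent lists of the same sizes would be. In head, Arr1 and ninaE were among 655 genes that fell in both diets, where independent lists among the genes tested would share 154.6, and Drs was among 695 that rose in both, where they would share 194.4. These are 36.2% of the genes that fell in M and 39.2% of those that rose. In fat body, Yp1 and Yp2 were among 243 genes that fell in both diets (48.2 for independent lists, 44.2% of M) and SPE among 319 that rose (60.6 for independent lists, 34.5% of M). In ovaries, Vm26Ab and ND-49 were among 821 genes that fell in both (228.9 for independent lists, 81.9% of M) and geminin among 740 that rose (229.9 for independent lists, 80.3% of M). The mean over the 6 comparisons was 52.7% of the M genes, or 44.2% of the H genes when these were the denominator. Taken of the H genes, the shares of rising and falling genes were 56.6 and 68.4% in head, 44.9 and 25.6% in fat body and 31.4 and 38.1% in ovaries. A one-sided Fisher's exact test over the genes tested passed in 6 of 6 comparisons after Bonferroni correction, and its largest unadjusted p was 5.07e-118, for genes falling in fat body. The test treats genes as independent. Both lists also come from the same fit, where M and H share each gene's variance, so a gene of low variance is called more easily in both. The numbers for independent lists do not allow for this. In fits to the 6 libraries of each diet alone, the shares of M genes (rising and falling) were 63.3 and 57.6% in head, 28.5 and 30.5% in fat body and 85.2 and 89% in ovaries. Without M RNA-1 replicate 1, 67.3% of the genes that rose in M heads were shared, and without M RNA-1 replicate 3, 56.9% of those that fell. With each library's trend on transcript length removed and all libraries kept, 60.7% of the genes that rose and 56.4% of those that fell in M heads were shared. In fat body, 67.5% of the genes that rose in M were shared after division by library totals. Without both head libraries 86% of the genes that rose and 84.6% of those that fell in M were shared, but the M lists (530 and 618 genes) then rest on 1 library at RNA-1. Without M RNA-1 replicate 1 and H RNA-2 replicates 1 and 3, the fat body shares were 26.8% (rising) and 24.4% (falling), with 1 library in H RNA-2. Shares from a group of 1 library are given as values and decide nothing.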

**Figure 4.**
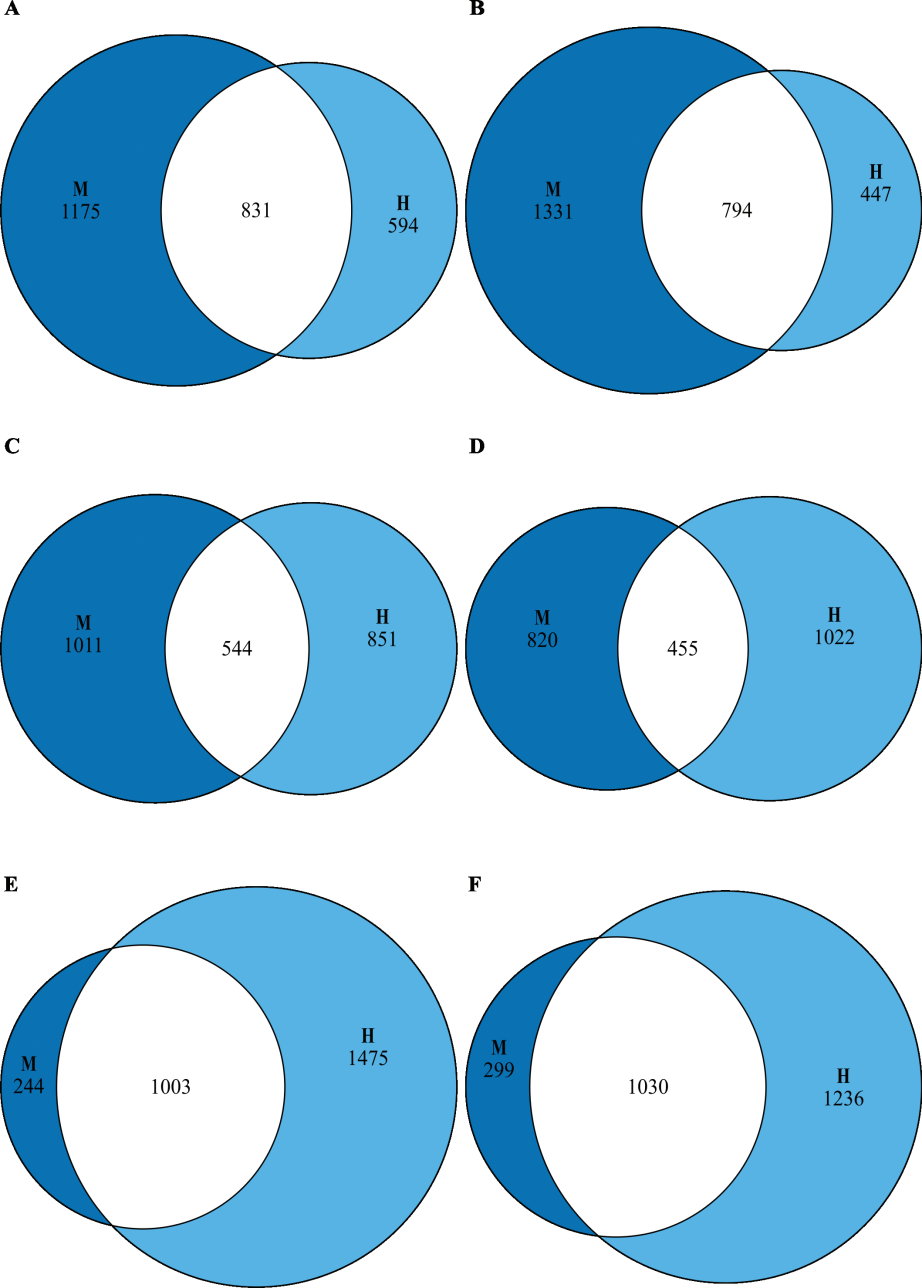
Comparison of changes in gene expression profiles with time in 3 tissues between M (100% Sugar Yeast Agar [SYA]) and H (120% SYA) adult female *Drosophila melanogaster* as determined by mRNA-seq. Euler diagrams of overlaps between differentially expressed genes (DEGs), ie, genes differentially expressed between RNA-1 females and RNA-2 females within treatments and shared between M (dark blue circles) and H (light blue circles) treatments for: (A, B), head; (C, D), fat body; and (E, F), ovaries. All 6 comparisons showed significant overlap in DEGs (Fisher’s Exact Tests, *p* < .05 after Bonferroni correction). Upregulated DEGs (left-hand diagrams): DEGs significantly more expressed in RNA-2 females than RNA-1 females, that is, that increase expression with age; downregulated DEGs (right-hand diagrams): DEGs significantly more expressed in RNA-1 females than RNA-2 females, that is, that decrease expression with age. Results of statistical tests are in Supplementary Table S6 and identities of overlapping genes are in Table D4 (43).

Hence, there were significant similarities between treatments in age-related gene expression in all 3 tissues, but, in head and fat body, most DEGs were nonoverlapping between treatments.

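Genes called in a single diet mostly moved in the same direction in the other diet, as did most of all genes tested (67.8% in head, 52.6% in fat body and 77.6% in ovaries). Thor, a translational repressor downstream of insulin signalling, fell in M heads (log2 fold change -0.60, adjusted p = 0.00398 from limma), and its change in H was -0.06 (adjusted p = 0.785), but the difference between the diets did not pass (0.54, adjusted p = 0.187), and without M RNA-1 replicates 1 and 3, which leaves 1 library in that group, Thor was not called in M either (-0.39, standard error 0.14, from 0.12). In head, 2217 genes were called in M and not in H, of which 5 passed the test of the difference and 81.1% changed with the same sign in H, and 821 were called in H and not in M, of which 2 passed and 80.5% shared the sign. In fat body, 79 of 881 genes called in M alone passed the test of the difference (68.7% with the same sign), and 100 of 1069 called in H alone (72.0% with the same sign). In ovaries none of 360 and none of 2946 passed, although 1746 genes had an unadjusted p under 0.05 for the difference in limma.
The diet by time interaction was called for 17 genes in head, with 9 higher and 8 lower in H relative to M, and for 142 (99 higher and 43 lower) with each library's trend on transcript length removed. Spn47C, a serpin gene, rose by 0.88 in M and 2.14 in H (difference 1.26, adjusted p = 0.0296). The activity-regulated nuclear receptor gene Hr38 rose by 0.91 in M and fell by 1.31 in H (difference -2.22, adjusted p = 0.0197). Mtkl, a metchnikowin-like gene, rose by 2.57 in M and fell by 1.01 in H (difference -3.58, adjusted p = 0.0183). In fat body 219 genes were called, 29 higher and 190 lower in H relative to M. LysX, a lysozyme gene, had a change of 0.45 in M (adjusted p = 0.254) and fell by 2.91 in H (difference -3.35, adjusted p = 0.0152). Pdcd4 rose by 1.52 in H, with a change of 0.36 in M (adjusted p = 0.0557; difference 1.17, adjusted p = 0.0152), and the trehalose transporter gene Tret1-2 rose by 0.77 in M and 2.67 in H (difference 1.90, adjusted p = 0.0167; without the doubted libraries named below neither Tret1-2 in M, at 0.75 with standard error 0.22, nor Hr38 in M heads, at 0.53 with standard error 0.23, was called). CAH1, a carbonic anhydrase gene, fell by 0.70 in M, and its change in H was 0.08 (adjusted p = 0.457; difference 0.78, adjusted p = 0.0152).
Across genes, the changes in M and H had a Pearson's r of 0.58 in head, 0.22 in fat body and 0.62 in ovaries (Spearman's rho 0.52, 0.13 and 0.59), where genes are not independent replicates. On leaving out 1 library, Pearson's r lay between 0.47 and 0.627 in head and between 0.542 and 0.685 in ovaries. In fat body it lay between 0.051 (without H RNA-2 replicate 2) and 0.309 (without H RNA-2 replicate 3). The interaction counts rested on single libraries. In head, none passed without M RNA-1 replicate 1, H RNA-2 replicate 3 or H RNA-2 replicate 4, and 3587 without M RNA-1 replicate 2. In fat body none passed without M RNA-1 replicate 2 or H RNA-1 replicate 4, and 2280 without H RNA-2 replicate 2. In ovaries 578 passed without M RNA-1 replicate 2. With M RNA-1 replicates 1 and 3 left out in head, 1 gene passed, and with M RNA-1 replicate 1 and H RNA-2 replicates 1 and 3 left out in fat body, none did (limma). Both fits hold a group of 1 library, assumed to vary like the others, and lose calls through that as well. Scaling moved the fat body split too, to 49 higher and 66 lower after division by library totals (median of all genes 0.28, from 0.02) and to 91 and 266 after quantile normalization. From the overlaps, the paper reasons that the treatments had significant similarities in age-related expression in all 3 tissues, and that most DEGs in head and fat body did not overlap.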

#### Gene ontology

Gene ontology enrichment analysis isolated 1 323 nonredundant enriched GO terms for the DEGs across all treatments and tissues (Supplementary Table 7; Table D5 (43)). For the aging-specific GO terms GO:0007568 “aging” and/or GO:0010259 “multicellular organism aging,” we found enrichment in DEGs upregulated in the head of M and H females, and in DEGs downregulated in the fat body and ovaries of H females (Supplementary Table 7). For other GO terms, GO enrichment analysis showed substantial differences in GO terms associated with genes upregulated and downregulated with age in M and H females (Supplementary Table 7; see Supplementary Results for further details). Hence, the biological functions of age-related DEGS (including those related specifically to aging) differed between each treatment.

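Several functional groups changed with age in one diet more than in the other. In head, 69 of 72 nuclear genes of oxidative phosphorylation fell and 1 (ND-51L1, named after its values were seen) rose in M, and 7 fell in H (70 and 6 fell when adjusted over the list alone). The complex I gene ND-18 fell by 0.73 in M and 0.41 in H. The median difference between the diets was 0.31 (camera adjusted p = 1.52e-09; with an estimated correlation, adjusted p = 0.612), and no single member passed the test of the difference in limma. Of 85 genes for cytosolic ribosomal proteins, 69 fell in M and none was called in H (79 and 0 adjusted over the list alone), with a median difference of 0.36 (camera adjusted p = 1.16e-12; 0.612 as adjusted p with an estimated correlation). RpL5, of the large ribosomal subunit, fell by 0.45 in M. Of 72 genes for mitochondrial ribosomal proteins, 39 fell in M and 3 in H (54 and 0 adjusted over the list alone), with a median difference of 0.23 (camera adjusted p = 1.52e-07; 0.613 as adjusted p with an estimated correlation). mRpL28 fell by 0.60 in M and 0.35 in H. All 31 genes of synapses and neurons had a lower change in H than in M, with none called (median -0.54, camera adjusted p = 1.56e-09; 0.612 as adjusted p with an estimated correlation). Without M RNA-1 replicates 1 and 3 the medians were 0.06 for oxidative phosphorylation, 0.07 and -0.01 for the ribosomal lists and -0.09 for synapses (camera adjusted p = 0.194, 0.124, 0.769 and 0.0532), 7 genes of oxidative phosphorylation fell in M, and RpL5 (-0.24, standard error 0.12) and ND-51L1 (1.02, standard error 0.57) were not called. These 2 libraries were picked for their trend on transcript length and the 4 lists hold short or long transcripts, so smaller medians had to follow, and the group is left with 1 library. After division by library totals RpL5 was not called in M, nor ND-18 and mRpL28 in H. With the length trend removed, the mitochondrial ribosomal list had a median of 0.01 (camera adjusted p = 0.832), while the other 3 still passed, with medians of 0.08 for oxidative phosphorylation (camera adjusted p = 0.0081), 0.13 for cytosolic ribosomal proteins (camera adjusted p = 4.94e-05) and -0.18 for synapses (camera adjusted p = 4.94e-05).
Antimicrobial peptide genes rose less in H than in M. In head, 4 of 30 passed the test of the difference, all lower in H (AttA, AttB, DptB and Mtk; 14 lower and 1 higher when adjusted over the list alone). The list's median difference was -0.73 (camera adjusted p = 1.76e-07; with an estimated correlation, adjusted p = 0.612). DptB, for a diptericin, rose by 3.36 in M, its change in H was -1.57 (adjusted p = 0.063), and the difference was -4.93 (standard error 0.75, adjusted p = 0.0381 from limma). AttB, for an attacin, rose from a mean of 2037 to 18542 normalized counts in M, with means of 2394 and 2237 in H. In fat body, 7 of 31 passed, all lower in H (23 adjusted over the list alone), with a median difference of -2.68 (camera adjusted p = 1.1e-12; with an estimated correlation, adjusted p = 0.866). BomS5 rose by 2.79 in M, with a change of 0.20 in H (difference -2.60, standard error 0.35, adjusted p = 0.0162). The recognition gene PGRP-SD rose by 1.70 in M, with a change of 0.11 in H (difference -1.59, adjusted p = 0.0152). Without the doubted libraries of each tissue (M RNA-1 replicates 1 and 3 in head; M RNA-1 replicate 1 and H RNA-2 replicates 1 and 3 in fat body), M RNA-1 in head and H RNA-2 in fat body hold 1 library each, assumed to vary like the other groups. No gene of the lists passed there, with differences of -5.11 for DptB (standard error 0.99), -1.95 for BomS5 (standard error 0.35) and -1.44 for PGRP-SD (standard error 0.29, from 0.21), and the list medians were -1.22 in head and -1.95 in fat body.

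**Figure D2:**
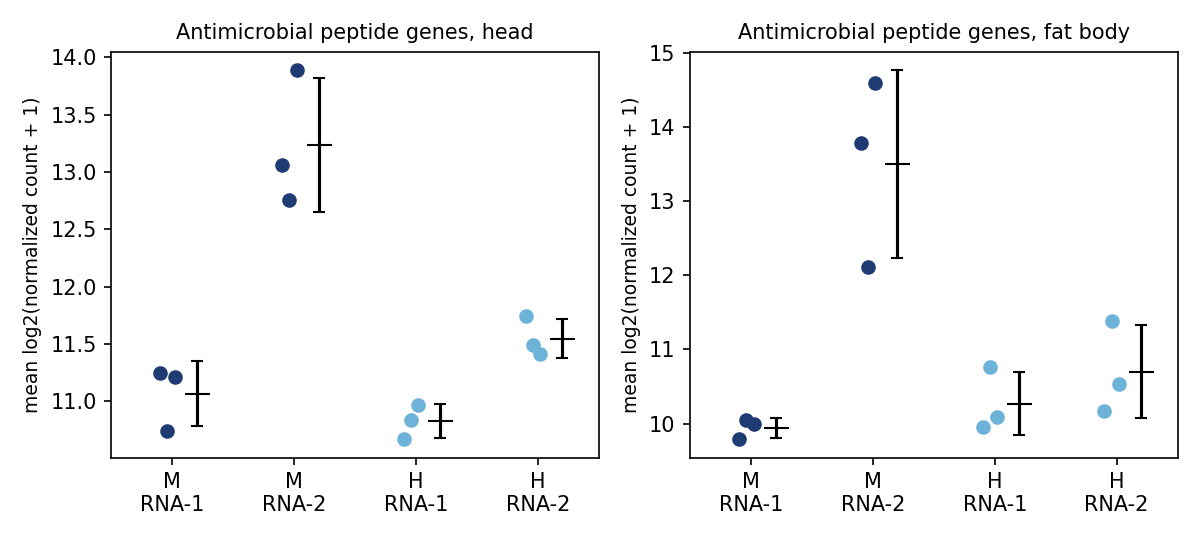
Mean log2(normalized count + 1) of the antimicrobial peptide and Bomanin genes in each library of head (left) and fat body (right). Each point is 1 library, and bars give the mean and SD of the 3 libraries of a group; the M RNA-2 libraries lie above the H RNA-2 libraries in both tissues.

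In fat body, 28 of 32 proteasome subunit genes fell in H and none was called in M (31 and 0 adjusted over the list alone; 3175 of all genes had an unadjusted p under 0.05 in M by limma). Rpn12 of the regulatory particle fell by 0.58 in H. The difference between the diets had a median of -0.30, with Rpn7 and Rpn12 called (18 adjusted over the list alone; camera adjusted p = 1.67e-11; 0.866 as adjusted p with an estimated correlation), and was -0.08 after quantile normalization (camera adjusted p = 0.254). Of 17 genes of the unfolded protein response of the endoplasmic reticulum, 3 rose in M (ERp60, Manf and CaBP1) and 4 fell in H (7 and 4 when adjusted over the list alone), with a median difference of -0.47 and 1 called member, Manf (13 adjusted over the list alone; camera adjusted p = 2.21e-07; 0.866 as adjusted p with an estimated correlation). Sec61alpha, of the channel that carries proteins into the endoplasmic reticulum, fell by 1.24 in H, with a change of 0.13 in M (difference -1.36, adjusted p = 0.0152). The cell cycle list also differed in fat body with the preset correlation (median difference 3.06, camera adjusted p = 1.11e-08; 0.866 as adjusted p with an estimated correlation), with no member passing the test of the difference, and had a median of 0.04 without the libraries picked for their germline RNA, which leaves 1 library in H RNA-2. Rpn7 and Rpn12 passed the test of the difference under neither other scaling, and Manf did not after division by library totals. Without those libraries the differences did not pass for Manf (-0.82, standard error 0.24, from 0.19), Sec61alpha (-1.21, standard error 0.25, from 0.18), Rpn7 (-0.38, standard error 0.11) and Rpn12 (-0.38, standard error 0.11), and neither Manf (0.50, standard error 0.15) nor CaBP1 (0.68, standard error 0.25) was called in M. The lists are not the GO terms of the paper, which were not analysed here.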

#### Comparisons with other data sets

In the comparisons with previously isolated *D. melanogaster* age-related DEGs from Pacifico et al. (44) (brain) and Chen et al. (45) (fat body), 7/8 comparisons showed significant overlap between M and H treatment DEGs and DEGs in the corresponding previous data set (mean [range] percentage overlap in significant comparisons = 16.14% [10.2%–21.2%] of DEGs in the current data set; Fisher’s Exact Test, *p* < 10^−6^ in each case; Supplementary Table 8; Table D6 (43)). Only the comparison between DEGs upregulated in fat body in H females and in the Chen et al. (45) data set did not show significant overlap (Fisher’s Exact Test, *p* = .03; Supplementary Figure 13, Supplementary Table 8; Table D6 (43)). However, within the current data set, the treatments differed in level of overlap with the previous data sets, with the H treatment showing, relative to the M treatment, greater overlap in head (M upregulated = 10.9%, M downregulated = 10.2%; H upregulated = 16%, H downregulated = 19.4%) and less overlap in fat body (M upregulated = 21.2%, M downregulated = 12.7%; H upregulated = no significant overlap, H downregulated = 11.4%).

For the comparisons with genes in the *D. melanogaster* GenAge database (42), 2/6 comparisons showed significant overlap. The 2 significant overlaps were both in M females, in which 98/194 (50.5%) of the GenAge genes were upregulated in head (Fisher’s Exact Test, *p* = 1.01 × 10^−7^) and 68/194 (35.1%) of the GenAge genes were upregulated in fat body (Fisher’s Exact Test, *p* = 9.46 × 10^−5^; Supplementary Figure 13, Supplementary Table 9; Table D7 (43)).

For the comparisons with genes in the TI-J-LiFe network (27), we found that, in head in M females, for 1/6 comparisons, 59/123 (48%) of the TI-J-LiFe genes significantly overlapped with DEGs in the current data set (Fisher’s Exact Test, *p* = .00003). The significant comparison occurred when all M-head DEGs were included in the analysis (Supplementary Table 10). However, there were no significant overlaps with TI-J-LiFe genes in any other tissue or treatment combinations (0/30 comparisons showed overlap; Figure 5; Supplementary Table 10; Table D8 (43)).

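Among genes that Figure 5 names, the juvenile hormone esterase gene Jhe fell with age in each tissue of M females. Its log2 fold change was -1.71 in head, -2.14 in fat body and -2.63 in ovaries (standard errors 0.13, 0.25 and 0.41). In H it was -1.27 in head, -0.83 in fat body (adjusted p = 0.051 from limma) and -2.74 in ovaries. In head, JhI-21, a juvenile hormone inducible gene, fell by 0.86 in M and 1.04 in H. The insulin-like peptide genes Ilp2 and Ilp5 fell by 0.70 and 0.98 in M heads, and their changes in H were -0.30 (adjusted p = 0.129) and -0.44 (adjusted p = 0.16). Without M RNA-1 replicates 1 and 3, which leaves 1 library in that group, Ilp5 was not called in M (-0.53, standard error 0.18). The differences between the diets did not pass for Ilp2 (adjusted p = 0.266) or Ilp5 (adjusted p = 0.304).
In fat body, the insulin-like peptide gene Ilp6 rose by 1.73 in M (standard error 0.18, adjusted p = 0.000506), with a change of 0.42 in H (adjusted p = 0.142), and the difference of -1.30 passed (adjusted p = 0.0378) but did not after division by library totals. It also did not pass without M RNA-1 replicate 1 and H RNA-2 replicates 1 and 3 (-1.50, standard error 0.28), where H RNA-2 holds 1 library. Kr-h1, a transcription factor that juvenile hormone induces, fell by 0.99 in M and 0.96 in H. In ovaries, the insulin-binding protein gene ImpL2 fell by 1.23 in M and 1.81 in H, and the transcription factor gene CrebA fell by 1.89 and 2.62. Without the deeply sequenced M RNA-2 libraries, which leaves 1 in that group, Jhe (-1.77, standard error 0.48) and ImpL2 (-0.96, standard error 0.30) were not called in M ovaries. Ilp8 rose by 1.20 in H ovaries, with a change of 0.20 in M (adjusted p = 0.337; difference 1.00, adjusted p = 0.132). The colours of Figure 5 were read by eye and used as a tally alone. Of 59 genes coloured for head in M, 52 were called here in the same direction, and of 27 in H, 21. In fat body these were 18 of 36 in M and 19 of 33 in H, and in ovaries 21 of 34 in M and 53 of 58 in H. No coloured gene had the opposite sign here.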

**Figure 5.**
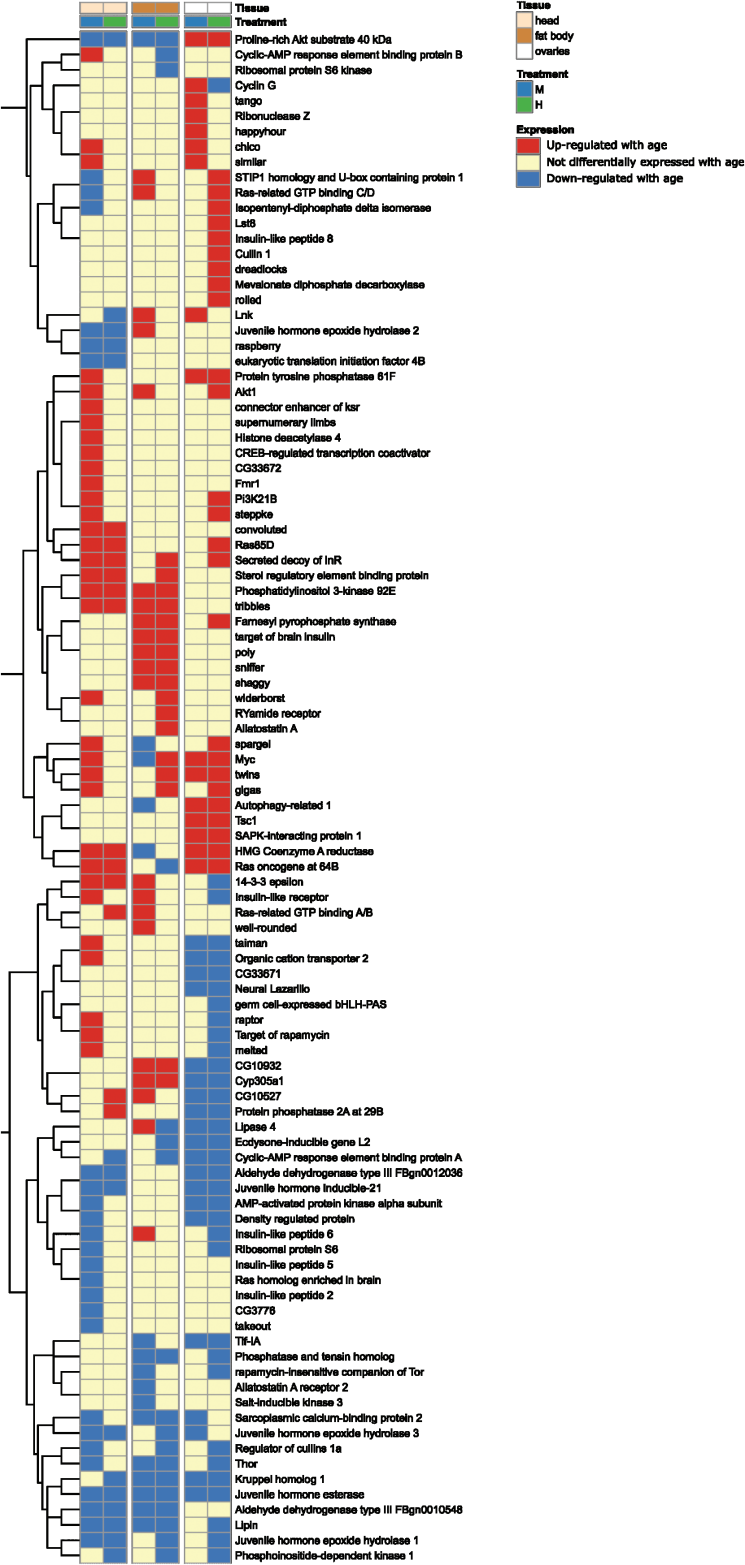
Results of comparison of age-related genes in M (100% SYA) and H (120% SYA) adult female *Drosophila melanogaster* and genes in the TI-J-LiFe network. Each row represents an individual gene from *D. melanogaster* described as a component of the TI-J-LiFe network by Korb et al. (27). Each column shows the age-related expression status of focal genes in a given treatment and tissue in *D. melanogaster* females in the current study. Vertical breaks separate the 3 tissues studied (head, fat body, and ovaries). The dendrogram at left groups genes according to their gene expression patterns.

Overall, DEGs in the M and H treatments were similar but not identical in comparisons with age-related genes from 2 previous studies of *D. melanogaster*. Moreover, only M treatment DEGs showed significant overlaps in gene expression with the GenAge and TI-J-LiFe lists of aging-related genes.

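Genes of insulin signalling rose in M heads more often than other genes did, but not past the correction with the transcript length trend removed. Of 27 genes of insulin signalling, 12 rose in M and 3 in H. The 12 are 44.4% of the list against 15.8% of all genes tested (one-sided Fisher's exact test, p = 0.000406, and 0.0195 after Bonferroni correction over 48 tests of 4 lists in the 3 tissues, 2 diets and 2 directions). Pi3K92E, the catalytic subunit of the insulin pathway's PI3 kinase, rose by 0.81 in M and 0.49 in H, and the pseudokinase gene trbl rose by 0.67 and 1.09. With each library's trend on transcript length removed, 8 of the 27 rose in M (Fisher p = 0.0304), and without M RNA-1 replicates 1 and 3, 2 rose (Fisher p = 0.368). Neither passes after Bonferroni correction over 48 tests, and the latter count says little on the list, since the group then holds 1 library and 4.73% of all genes rose.
Of 58 genes with effects on lifespan in genetic studies, 16 rose and 17 fell in M heads (Fisher p = 0.0158 and 0.00835) and 11 rose and 3 fell in H heads (Fisher p = 0.048 and 0.884). Of 33 genes of TOR signalling, 9 rose and 8 fell in M heads (Fisher p = 0.066 and 0.151). Of 22 genes of the juvenile hormone pathway tested in ovaries, 10 fell in H (Fisher p = 0.0158) and 4 in M (Fisher p = 0.2). None of these passed the Bonferroni correction over the 48 tests. With rising and falling genes counted together, 33 of the 58 lifespan genes were called in M heads. This is 56.9% against 32% of all genes tested (one-sided Fisher p = 7.55e-05, the lowest of the combined tests). In H heads it was 24.1% against 19.5% (Fisher p = 0.229). The combined tests lie outside the 48, were not corrected and were not repeated with the length trend removed. In fat body the lowest Fisher p of the 4 lists was 0.0837, for 4 of 33 genes of TOR signalling falling in M. Whether these shares differ between M and H was not tested. These lists were compiled from textbook knowledge and are not the GenAge and TI-J-LiFe lists of the paper, which were not used here.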

## Discussion

We tested for an effect of larval diet on the directionality of the fecundity–longevity relationship (aim 1) and for associated age-related gene expression changes (aim 2) in adult *D. melanogaster* females. We found that larval diet significantly affected development time and adult female thorax size, but not development success (Supplementary Figures 5–9). Larval diet had no effect on adult female survivorship and longevity (Figure 2A) and only relatively small effects on fecundity (no difference in whole-life egg production and modest increase in H females in early-life egg production; Figure 2B). Despite this, we found for the first time that changes in larval diet altered the directionality of the fecundity–longevity relationship in adults (Figure 3). All 3 analyses conducted showed a significant interaction of the fecundity–longevity relationship with larval diet treatment. Specifically, L females showed no relationship between fertility and longevity, M females showed a significant positive relationship (or no relationship in the analysis including only late-death females) and H females showed a significant negative relationship (or no relationship when early-life mean fertility rather than whole-life mean fertility was analyzed). Larval diet also had a marked effect on age-related gene expression, with M and H females exhibiting significantly overlapping, but distinct, sets of genes differentially expressed with age, as well as different associated GO terms (Figures 4 and 5; Supplementary Figure 13, Supplementary Tables 7–10; Tables D6–D8 (43)).

### Effect of Larval Diet Treatments on Fecundity–Longevity Relationships

Other things equal, the standard evolutionary theory of aging predicts a negative fecundity–longevity relationship; however, there are several classes of exceptions (see Introduction section). *Drosophila melanogaster* typically exhibits a negative fecundity–longevity relationship (4), although fecundity and longevity can become uncoupled in long-lived mutants (8,11,46) and on different quality adult diets (30,35). Our experiment shows that the fecundity–longevity relationship can also change directionality depending on larval diet quality. However, such changes did not result in longer-lived females incurring greater costs of reproduction, as, although H females had greater early-life egg production, longevity across all treatments did not differ significantly. Previously, diet and body size have been shown to interact in their effects on longevity (34); however, we found that adult female thorax size was not a significant predictor of longevity, fecundity, or fecundity–longevity relationships (see Supplementary Methods for further details). An earlier study also showed that, as in the current one, varying the yeast content of larval diet did not affect adult mortality (40). In addition, this earlier study found that adult females reared on a low-yeast larval diet showed lower fecundity because of a decrease in their ovariole number (40). Differences in ovariole number (though not investigated) may have been present in the current study, but it seems unlikely that such differences strongly affected fecundity as the only significant effect of treatment on fecundity was that H females had greater early-life egg production (Figure 2B). Nonetheless, our study matches the earlier study (40) in finding that fecundity differences between treatments were not associated with differences in adult mortality. In the current study, all females also showed reproductive senescence, that is, their fertility declined significantly with time in all treatments (Figure 2B).

Our results could help explain why the fecundity–longevity relationship is positive in other systems. Specifically, in eusocial insects, positive fecundity–longevity relationships could be explained by high-quality individuals, which received superior larval provisioning, being able to reproduce at higher rates without expressing longevity costs of reproduction (18). Previous studies in *D. melanogaster* have shown that increased larval diet quality can increase female fertility and longevity (32,33,39), and the current study has now shown that larval diet quality can affect the directionality of the fecundity–longevity relationship. Therefore, asymmetric resourcing via changes in larval diet quality could help explain why eusocial insect reproductives show positive fecundity–longevity relationships.

Although our results showed that larval diet quality affected the directionality of the fecundity–longevity relationship, the specific patterns observed differed from those predicted, that is, that fecundity–longevity relationships would be negative in L and M females and less negative or positive in H females. One explanation is that females reared on high-quality diet had greater early reproductive investment and lower mortality rate (as H females had significantly higher early-life egg production than M females (Figure 2B) and lower (albeit nonsignificantly) early mortality. Therefore, H females performing poorly (in terms of longevity) might still have been able to live beyond the first few weeks because of their higher quality diet. However, this explanation assumes that low-quality individuals can increase their reproduction without costs on high-quality diets, which would require testing.

A second explanation is that mismatches between larval and adult diets are costly. For example, *D. melanogaster* females transferred from low-quality (20% SYA) larval diet to high-quality (120% SYA) adult diet had greater fecundity and longevity compared to females transferred from high-quality larval diet to low-quality adult diet (39). However, this explanation seems unlikely to account for the current results because: (1) larva-to-adult dietary mismatches for the treatments showing the largest difference in directionality of their fecundity–longevity relationships (H and M) were relatively small (H: 120% to 110% SYA; M: 100% to 110% SYA); and (2) the treatment with the largest dietary mismatch (L: 20% to 110% SYA) did not generate a fecundity–longevity relationship opposite to those of the other treatments.

A third explanation is that females experienced the M diet (100% SYA) as the highest quality diet. In support of this, the M diet is the standard *D. melanaster* diet (47,48); the populations used for this study had been reared on it for 20 years; and *D. melanogaster* is known to show evolved responses to rearing diet (49). Furthermore, this explanation could also underlie the nonlinear effect of diet quality on the fecundity–longevity relationship in the current study (ie, L: no relationship; M: significantly positive relationship or no relationship; H: significantly negative relationship or no relationship). Similarly, previous studies of *D. melanogaster* have reported complex, nonlinear effects of adult and larval diet on fecundity and longevity (33,48,50).

### Effect of Larval Diet Treatments on Gene Expression in Adult Females

As well as showing dissimilar fecundity–longevity relationships, M and H treatments differed in their age-related gene expression profiles. Specifically, they exhibited: (1) despite significant overlap, substantial differences in age-related gene expression in head and fat body (Figure 4); (2) dissimilar GO terms with respect to biological functions of age- and aging-related genes (Supplementary Table S7), with, for example, in fat body and ovaries, downregulated DEGs being enriched for the GO term “multicellular organism aging” in H but not M females (Supplementary Table ); and (3) contrasts in the level of overlap between their age-related genes and age-related genes from 2 previous studies of *D. melanogaster* (44,45) and aging-related genes from the GenAge database (42) and TI-J-LiFe network (27) (Figure 5; Supplementary Figure 13).

For genes in the GenAge database, the largest (and only significant) overlaps with our data were for upregulated genes in M females in head and fat body. For genes in the TI-J-LiFe network, only one of the comparisons (also in M females) showed significant overlap, with this comparison showing high overlap (48%) with the TI-J-LiFe gene list. Overall, the similarities between age-related genes in the current data set and age- and/or aging-related genes in the comparison data sets demonstrate congruence across different studies in the genes and gene pathways returned as underpinning aging in *D. melanogaster*. However, the differences between M and H females in the current data set in comparisons with the other data sets also show that larval diet can strongly affect age-related gene expression in adult females and, in particular, demonstrate an association between altered fecundity–longevity relationships and differences in age-related gene expression. It remains to be tested whether the observed changes in the directionality of the fecundity–longevity relationship caused the observed changes in age-related gene expression or vice versa.

In conclusion, this study shows that experimental manipulation of larval diet can change the directionality of the fecundity–longevity relationship in adult female *D. melanogaster* and that such changes are accompanied by changes in expression of age- and aging-related genes. These results were observed even under relatively modest differences in larval diets and even when mean fertility and longevity showed minimal differences between treatments, although, as the results are from a single experiment, establishing the robustness of such effects would require replication. As well as demonstrating the plasticity of fecundity–longevity relationships, these findings suggest possible mechanistic causes of otherwise puzzling positive fecundity–longevity relationships in other systems, notably eusocial insects. Hence, a key outstanding question is whether larval diet quality affects the nature of the fecundity–longevity relationships found in these other systems.

## Supplementary Material

glad199_suppl_Supplementary_Material

## Data Availability

Data on differentially expressed genes, redundant GO terms, and overlapping genes from gene expression comparisons (Tables D1–D8) are available in Collins et al. (43). Data on longevity, fertility, morphometrics, etc., from this study are available in Collins et al. (51). The raw mRNA-seq sequencing data from this study have been deposited in the National Center for Biotechnology Information’s (NCBI’s) Gene Expression Omnibus (GEO) at https://www.ncbi.nlm.nih.gov/geo/ and are available under series accession number GSE175623. The code used for the analyses is available at https://zenodo.org/record/8211092 (DOI: 10.5281/zenodo.8211092).

How the deposited data were processed for this re-analysis (not part of the article)

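Head, fat body and ovaries of females reared on 100% SYA (M) or 120% SYA (H) were sampled after 10% (RNA-1) and 60% (RNA-2) of the cohort had died, with 3 libraries per tissue, diet and time point, each from a pool of 11 or 12 females. The 36 libraries were assigned to tissue, diet, time point and replicate from their labels. For each tissue the authors deposited a table of expressed genes (12842 in head, 12394 in fat body and 11311 in ovaries), and the filter that defines an expressed gene is not given in the sources used here. The signal values per gene and library were made by the authors before deposit as counts estimated with kallisto 0.46.1 on the BDGP6 transcriptome and normalized with DESeq2. The log2 values in the tables were made by the authors before deposit as fold changes of RNA-2 against RNA-1 within each diet, without shrinkage. The p-values and their FDR adjustment were made by the authors before deposit with a Wald test in DESeq2 within each diet. The mean of the 12 library columns equals the tables' base mean, which was checked, and low values lie near whole multiples of a step that differs between genes, so whole reads could not be recovered and no count model was fitted.

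Library totals after normalization and the estimated depth are given with the first passage. Genes with at least 10 normalized counts in at least 3 of the tissue's 12 libraries were kept, and log2(value + 1) was fitted in R 4.3.3 with limma 3.58.1 (statmod 1.5.0) in a model of 4 groups per tissue, with a variance trend and robust variances. Comparisons were RNA-2 against RNA-1 in each diet, the diet by time interaction (H change minus M change), and H against M at each time point. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. Overlaps of called genes between diets were tested with a one-sided Fisher's exact test over the genes tested, with Bonferroni correction over 6 comparisons, and changes in M and H were compared by Pearson's and Spearman's correlations.

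Gene lists (41) were fixed from textbook knowledge before the data were examined and tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists of a comparison. Members were also counted at the all-gene threshold and after adjustment over the list alone. Results are given for lists of antimicrobial peptides and Bomanins, Toll and Imd signalling, heat shock proteins, oxidative phosphorylation, cytosolic and mitochondrial ribosomal proteins, the proteasome, the eggshell, yolk, germline, cell cycle, glutathione S-transferases, lipid metabolism, the tricarboxylic acid cycle, the unfolded protein response, the eye, synapses, muscle and gut. Insulin signalling, TOR signalling, juvenile hormone and lifespan lists were tested with a one-sided Fisher's exact test. Named genes followed a rule set before the data were examined. Per tissue and diet it takes the 8 largest changes on each side among called genes with a mean of at least 100 normalized counts, separated groups and a gene name. For the interaction and the diet contrasts it takes the 5 smallest adjusted p on each side, and per list up to 4 members with the smallest p. Genes named in Figure 5 may also be named, and the paper's figure was seen before. Other genes are marked as chosen after their values were seen.

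Alternatives set before the data were examined were limma without a trend, quantile normalization, division by library totals, no filter on low values or at least 50 in 3 libraries, log2(value + 0.5) and log2(value + 5), the 6 libraries of a comparison alone, the replicate number as a block, an adjusted p under 0.01, a change of at least 2-fold, the H genes as denominator and leaving out each library. Alternatives chosen later were the authors' p-values over the genes tested here, removal of each library's trend on transcript length (lowess span 0.4), leaving out doubted libraries together, the germline mean as a covariate in fat body and genes with identical values counted once. Replicate numbers were tested as pairs by the correlation of libraries with the same number and were not used to pair samples. Other splits of the libraries were all 10 splits of 6 libraries and 100 drawn splits for the interaction (seed 20240611).

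The fits were tested on simulated data with 200 changed genes per comparison and the libraries' own spread. No call had the wrong sign, and a log2 change of 0.5 was recovered for 37.3% of genes in M heads, 28.4% in M fat body and 71.6% in M ovaries. More genes than 200 were called with age in the data, so these shares need not hold there. In 40 simulated data sets per tissue without changed genes, 40 lists were tested, and a list was called in 0, 1 and 0 data sets for head, fat body and ovaries (3.06%, 3% and 3.62% of lists with an unadjusted p under 0.05). The simulated genes varied independently of each other, so these shares do not test the preset correlation. They say nothing on list calls among genes that vary together. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. GO terms, the GenAge and TI-J-LiFe lists, life-history data and the egg and lifespan measurements of the paper were not analysed here.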

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

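The counts over other splits of the libraries were set before the data were examined. The tests of transcript length, ovarian RNA and antimicrobial peptides were chosen after the results were seen.

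Antimicrobial peptide genes rose less with age in H than in M in head (median log2 difference -0.73) and in fat body (median log2 difference -2.68). These lists passed with the preset correlation and not with an estimated one (adjusted p = 0.612 in head and 0.866 in fat body). Over all genes, 17 in head and 219 in fat body passed the test of the diet by time interaction, and these 4 results are listed because a difference between the diets passed its test, the lists with the preset correlation alone. When time points were exchanged within each diet, 6 of 100 drawn splits called at least 17 genes in head, and 4 of 100 called at least 219 in fat body. These shares decide nothing on chance, since an exchange of time points also moves the effect of age, which is large in both diets, into the spread or into the difference tested. In fat body the count was 0 with the replicate number as a block and without M RNA-1 replicate 2, without H RNA-1 replicate 4 or without the doubted libraries, which leaves 1 library in H RNA-2 (2614 genes with an unadjusted p under 0.05 in limma with all libraries). Other drawn splits called up to 1301 genes in head and 2361 in fat body. In ovaries the real count was 0 (1746 genes with an unadjusted p under 0.05 in limma), 100 of 100 splits reached it, and another split called 3231. Whether these counts reflect a structure of the samples was not tested, since an exchange of all time points in 1 diet adds the changes of both diets. Leaving out M RNA-1 replicate 2 gave 3587 genes in head, leaving out H RNA-2 replicate 2 gave 2280 in fat body, and leaving out M RNA-1 replicate 1 gave 0 in head.

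The diets were also compared with each other at each time point, which the paper did not analyse, and genes differed in each tissue. Each time point is a share of deaths within a diet, so age in days may differ between M and H there. In heads at RNA-1, 380 genes differed, with Pcp (-2.62, adjusted p = 0.00605) and the serpin gene Spn47C (-1.28, adjusted p = 0.0033) lower in H and Hr38 higher (1.65, adjusted p = 0.00476). Of the 380, 72 were higher and 308 lower in H. Across all genes this difference ran with transcript length (r = 0.46), so that long transcripts tended to be higher in H and short ones lower. With each library's trend on transcript length removed, 114 genes were higher and 415 lower in H heads at RNA-1. At RNA-2, 22 differed, with the attacin gene AttB lower in H (-2.95, adjusted p = 0.00446) and PolZ1 higher (1.60, adjusted p = 0.0273). In fat body 107 genes differed at RNA-1, such as the trehalose transporter gene Tret1-2 (-2.08, adjusted p = 0.00378) and LysX (2.09, adjusted p = 0.0102), and 65 at RNA-2, such as the Bomanin gene BomS5 (-2.26, adjusted p = 0.013) and HisT (-1.28, adjusted p = 0.0101). In ovaries 2356 differed at RNA-1, among them ACC, for acetyl-CoA carboxylase (0.62), and Bcat (1.32), both higher in H, and 3 at RNA-2. Muscle genes stood higher in H ovaries in the same comparison at RNA-1 (16 of 19, median 0.94), and from which cells their RNA came was not tested. Without the doubted libraries these counts were 1 (head RNA-1), 2 (fat body RNA-1) and 0 (fat body RNA-2 and ovaries RNA-2; 2442 and 403 genes had an unadjusted p under 0.05 in limma with all libraries). These fits hold 1 library in head M RNA-1, fat body H RNA-2 and ovary M RNA-2, assumed to vary like the other groups, so calls can end through lost precision alone. The genes named were then not called except AttB, PolZ1, ACC and Bcat, at differences of -2.53 for Pcp (standard error 0.40, from 0.32), -1.04 for Spn47C (standard error 0.12), 1.3 (rounded) for Hr38 (standard error 0.23), -2.10 for Tret1-2 (standard error 0.22), 1.96 for LysX (standard error 0.28), -1.75 for BomS5 (standard error 0.27) and -1.20 for HisT (standard error 0.20). Leaving out 1 library gave 10 (without M RNA-1 replicate 1) to 4693 genes (without M RNA-1 replicate 2) in heads at RNA-1 and 288 (without H RNA-1 replicate 2) to 3025 (without M RNA-1 replicate 2) in ovaries at RNA-1. In fat body it gave 10 (without M RNA-1 replicate 2) to 157 (without H RNA-2 replicate 2) at RNA-1 and 0 (without M RNA-2 replicate 1) to 2525 (without H RNA-2 replicate 2) at RNA-2. At RNA-2 in heads it gave 4 (without H RNA-2 replicate 3) to 37 (without M RNA-1 replicate 2), and in ovaries 1 (without M RNA-2 replicate 1) to 72 (without M RNA-2 replicate 2).

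The 10 splits of 6 libraries are too few for a share under 0.05. In head the real split called 3581 genes in M (highest other split 0), 2185 in H (0), 380 between the diets at RNA-1 (3277) and 22 at RNA-2 (0), and the number of splits that reached the real count was 1, 1, 2 and 1. Whether the split with 3277 genes reflects a structure of the RNA-1 head samples was not tested. In fat body the counts were 1474 (0), 1662 (1), 107 (0) and 65 (1), each reached by 1 split. In ovaries they were 1924 (9), 4510 (0), 2356 (1) and 3 (7), reached by 1, 1, 1 and 2 splits.

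In heads, long transcripts rose and short transcripts fell with age in M (r across genes 0.22 with log2 transcript length, and -0.07 in H). A lower depth is argued against, since the shallower of replicates 1 and 3 had an estimated 53.7 (in units of 1e6 read pairs) against 40.8 to 106 for the others, 3 of 10 of which were shallower. A length bias in replicates 1 and 3 and a change with age shared by all M females cannot be told apart. The r was -0.09 without replicates 1 and 3, but these were picked for their length trend, so this had to follow. M RNA-1 replicate 2 ran with length at r = 0.17, opposite to them, but a single library excludes nothing. A biological difference between the pools of M females was not tested and stays open.

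In fat body, germline and cell cycle genes differed between the diets in their change with age by the list test with the preset correlation (median log2 difference 3.19 and 3.06, camera adjusted p = 1.88e-08 and 1.11e-08). With an estimated correlation neither list passed (adjusted p = 0.866 for both), no member passed the test of the difference, and the germline list was not called in H (camera adjusted p = 0.0959). Of the libraries, 3 (M RNA-1 replicate 1 and H RNA-2 replicates 1 and 3) were picked for their high germline mean. Eggshell genes were 0.15 higher (log2) in the higher of H RNA-2 replicates 1 and 3 than in replicate 2. Replicate 2 is a single library, so late egg chambers stay open. A first test of ovarian RNA argued against it, since 36.4% of genes at least 8 times higher in ovaries (374 of 1027) were raised at least 2-fold in all 3 libraries. That test needs a share of 12.5% to double a gene, so a second test was added after its value was seen, for genes at least 40 times higher, where 2.5% is enough: 92.3% (191 of 207) were raised, and 0 of 2928 genes not higher in ovaries were. The 3 libraries were picked for their high germline mean, so a rise of other genes high in ovaries was likely beforehand, and the second test decides little. Ovarian RNA at a median of 5.27, 7.09 and 7.2% of the ovary level stays open as an explanation. Its route into the samples and a biological difference between pools stay open too. A change with age shared by all H females stays open too: H RNA-2 replicate 2 had a germline mean of 7.6, below the lowest H RNA-1 library (8.48), but this is a single library.

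At RNA-2, antimicrobial peptide genes were lower in H than in M, by a median log2 of -1.27 in head (11 of 30 called) and -2.81 in fat body (13 of 31 called). A transcript length trend is argued against by medians of -1.2 in head and -2.58 in fat body with the trend removed, and the authors' normalization by medians no nearer to 0 than -1.3 and -2.65 under 2 other scalings. A single library is argued against by medians no nearer to 0 than -1.13 and -2.3 on leaving out 1 library (without M RNA-2 replicate 3 in both tissues). The head list passed with the preset correlation (camera adjusted p = 9.9e-56) and an estimated one (adjusted p = 0.0245), and the fat body list with the preset one (adjusted p = 1.09e-20; adjusted p = 0.704 with an estimated correlation). The larval diet, and a difference between M and H females in age in days or in infection, stay open as explanations, since none was tested.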

How the results depend on the processing

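The alternatives in the paragraphs on thresholds, scaling, fits and single libraries were set before the data were examined. The authors' p-values, the length trend, the doubted libraries left out together, the germline covariate and identical genes counted once were chosen after the data were seen. In head, Arr1 and the list of 31 genes of vision fell in both diets under each alternative of the processing (lists with the preset correlation), and ninaE under each except quantile normalization, after which it was not called. With an estimated correlation the vision list did not pass (adjusted p = 0.357 in M and 0.292 in H). The eggshell list fell in the fat body and ovaries of both diets under each alternative of the processing with the preset correlation, and did not pass with an estimated one (adjusted p = 0.378 and 0.846 in fat body and 0.44 and 0.621 in ovaries). The tallies that follow are for the preset correlation. Of 65 results for gene lists, 41 kept their direction and their side of the threshold under each alternative run, and of 285 results for named genes, 106 did. Over all alternatives, 1410 of 1454 list values were unchanged in this sense, 36 fell short of the threshold in the same direction and 8 reversed. For named genes these were 6515 of 7494, 976 and 3. Counts, percentages and correlations stayed within their limits in all tissues with at least 50 in 3 libraries, no filter, log2(value + 0.5) and identical genes counted once. Taken of the H genes, the percentages shared changed to 56.6 (rising) and 68.4 (falling) in head, 44.9 and 25.6 in fat body and 31.4 and 38.1 in ovaries. A percentage counts as moved here only where its Fisher test no longer passes. This limit is loose, since the largest unadjusted Fisher p with all libraries was 5.07e-118. On leaving out 1 library the share of genes rising in M heads ranged from 27.9 to 67.3% and did not count as moved. The tallies thus say little on how stable the percentages are. The list calls that fell short were 1 under at least 50 in 3 libraries, 6 under divided by library total, 1 under germline mean as covariate, 9 under leaving out 1 library, 7 under quantile normalization, 2 under transcript length trend removed and 10 under without doubted libraries. The named genes that fell short were 101 under adjusted p under 0.01, 77 under at least 2-fold, 23 under divided by library total, 38 under germline mean as covariate, 458 under leaving out 1 library, 26 under limma without trend, 1 under log2(value + 0.5), 1 under log2(value + 5), 9 under no filter on low values, 48 under only the 6 libraries, 17 under quantile normalization, 66 under replicate block, 10 under transcript length trend removed and 101 under without doubted libraries.

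Genes called up or down with age, by interaction and between the diets moved as follows, and the cause was not tested except that stricter thresholds call fewer genes by construction. An adjusted p under 0.01 gave in head M up 603, H up 754, M down 745, H down 497, interaction 0, RNA-1 diet difference 19 and RNA-2 diet difference 4, for fat body M up 336, H up 311, M down 158, H down 448, interaction 0, RNA-1 diet difference 3 and RNA-2 diet difference 0, and for ovaries M up 202, M down 371, RNA-1 diet difference 2.6e+02 (rounded) and RNA-2 diet difference 1. A change of at least 2-fold on top of the threshold gave in head M up 400, H up 405, M down 254, H down 203 and RNA-1 diet difference 60, for fat body M up 252, H up 249, M down 175, H down 256, interaction 89, RNA-1 diet difference 39 and RNA-2 diet difference 36, and for ovaries M up 45, H up 105, M down 393, H down 694 and RNA-1 diet difference 206. Fits to the 6 libraries of a comparison gave in head M up 791, M down 870, RNA-1 diet difference 3 and RNA-2 diet difference 45, for fat body M up 610, H up 420, H down 591, RNA-1 diet difference 31 and RNA-2 diet difference 0, and for ovaries M up 405, M down 544, RNA-1 diet difference 992 and RNA-2 diet difference 0. limma without a variance trend gave in head interaction 2, RNA-1 diet difference 215 and RNA-2 diet difference 6, for fat body interaction 89, RNA-1 diet difference 50 and RNA-2 diet difference 12, and for ovaries RNA-2 diet difference 1. Division by library totals gave in head M up 4600, H up 2377, M down 607, H down 505 and RNA-1 diet difference 252, for fat body M up 1451, H up 3277, H down 427, interaction 115, RNA-1 diet difference 210 and RNA-2 diet difference 35, and for ovaries M up 1504 and H up 3706. Quantile normalization gave in fat body interaction 357 and RNA-1 diet difference 180, and for ovaries interaction 12. The replicate number as a block gave in head H up 755, H down 534, interaction 2, RNA-1 diet difference 56 and RNA-2 diet difference 10, for fat body H up 356, H down 455, interaction 0, RNA-1 diet difference 5 and RNA-2 diet difference 0, and for ovaries interaction 2 and RNA-1 diet difference 1378. log2(value + 5) gave in ovaries RNA-2 diet difference 7. Libraries with the same replicate number had median correlations of 0.02 in head, 0.01 in fat body and 0.06 in ovaries. Of 15 such pairs in each tissue, 1, 5 and 5 lay over 0.1 (highest 0.15, 0.38 and 0.28). Pairs with other numbers reached 0.3 in fat body and 0.39 in ovaries. These values do not exclude a batch shared by some libraries, and the block result is given as a setting. Where a count of the interaction is 0, 2027 genes in head, 2614 in fat body and 1746 in ovaries had an unadjusted p under 0.05 in limma with all libraries, and for the diets at RNA-2 these were 585, 2442 and 403.

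Leaving out 1 library moved 113 of 370 counts, percentages and correlations, and a group left with 2 libraries was assumed to vary like the others. In head the ranges were H down 577 (without H RNA-1 replicate 2) to 1492 (without M RNA-1 replicate 2), H up 868 (without H RNA-2 replicate 4) to 1580 (without M RNA-1 replicate 2), M down 871 (without M RNA-1 replicate 1) to 2828 (without M RNA-1 replicate 2), M up 773 (without M RNA-1 replicate 1) to 3032 (without M RNA-1 replicate 2), correlation of the changes 0.47 (without H RNA-1 replicate 1) to 0.627 (without H RNA-1 replicate 3), RNA-1 diet difference 10 (without M RNA-1 replicate 1) to 4693 (without M RNA-1 replicate 2), RNA-2 diet difference 4 (without H RNA-2 replicate 3) to 37 (without M RNA-1 replicate 2), interaction 0 (without M RNA-1 replicate 1) to 3587 (without M RNA-1 replicate 2), percent of M shared down 25.9 (without H RNA-1 replicate 1) to 56.9 (without M RNA-1 replicate 3) and percent of M shared up 27.9 (without M RNA-1 replicate 2) to 67.3 (without M RNA-1 replicate 1). In fat body the ranges were H down 543 (without H RNA-2 replicate 1) to 1383 (without H RNA-2 replicate 2), H up 431 (without H RNA-1 replicate 4) to 1837 (without H RNA-2 replicate 2), M down 233 (without M RNA-1 replicate 2) to 902 (without H RNA-2 replicate 2), M up 519 (without M RNA-1 replicate 1) to 1072 (without H RNA-2 replicate 2), correlation of the changes 0.051 (without H RNA-2 replicate 2) to 0.309 (without H RNA-2 replicate 3), RNA-1 diet difference 10 (without M RNA-1 replicate 2) to 157 (without H RNA-2 replicate 2), RNA-2 diet difference 0 (without M RNA-2 replicate 1) to 2525 (without H RNA-2 replicate 2), interaction 0 (without M RNA-1 replicate 2) to 2280 (without H RNA-2 replicate 2), percent of M shared down 36.9 (without H RNA-2 replicate 2) to 59.9 (without M RNA-1 replicate 1) and percent of M shared up 27.3 (without H RNA-1 replicate 1) to 42.7 (without M RNA-2 replicate 3). In ovaries the ranges were H down 1666 (without H RNA-1 replicate 2) to 2294 (without M RNA-2 replicate 2), H up 1823 (without H RNA-1 replicate 2) to 2435 (without M RNA-2 replicate 2), M down 543 (without M RNA-1 replicate 2) to 1037 (without M RNA-2 replicate 2), M up 391 (without M RNA-1 replicate 2) to 982 (without H RNA-1 replicate 2), correlation of the changes 0.542 (without M RNA-1 replicate 2) to 0.685 (without M RNA-1 replicate 3), RNA-1 diet difference 288 (without H RNA-1 replicate 2) to 3025 (without M RNA-1 replicate 2), RNA-2 diet difference 1 (without M RNA-2 replicate 1) to 72 (without M RNA-2 replicate 2), interaction 0 (without M RNA-1 replicate 1) to 578 (without M RNA-1 replicate 2), percent of M shared down 77 (without M RNA-2 replicate 2) to 89.2 (without M RNA-2 replicate 3) and percent of M shared up 73 (without H RNA-1 replicate 4) to 86 (without M RNA-1 replicate 3). The mean percent of M DEGs shared with H over 6 comparisons ranged from 48.32 (without H RNA-2 replicate 1) to 66.55 (without M RNA-1 replicate 1).

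Quantile normalization turned the medians of the cytosolic ribosomal list in ovaries to 0.07 in M and 0.08 in H (the cause was not tested). It also took head Yp1 to 0 in M and 0 in H and head Yp2 to 0 in H. The method gives each rank the same value in every library, so a gene that keeps its rank shows 0 however far it fell.

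Among the settings chosen later, the authors' p-values over the genes tested here gave in fat body M up 1542, H up 1401, M down 1267 and H down 1489, and for ovaries correlation of the changes 0.484. Removal of the transcript length trend gave in head H down 1565, interaction 142 and RNA-2 diet difference 41, and for ovaries interaction 1. Leaving out the doubted libraries together gave in head M up 530, M down 618, H down 1518, interaction 1 and RNA-1 diet difference 1, for fat body M up 504, H up 225, H down 185, correlation of the changes 0.465, interaction 0, RNA-1 diet difference 2 and RNA-2 diet difference 0, and for ovaries M up 114, M down 290 and RNA-2 diet difference 0. The germline mean as a covariate gave in fat body M up 455, H up 1081, interaction 0, RNA-1 diet difference 208 and RNA-2 diet difference 0. Leaving out the doubted libraries leaves 1 library in head M RNA-1, fat body H RNA-2 and ovary M RNA-2 and 2 in fat body M RNA-1, and a lone library is assumed to vary like the other groups. Of 28 results for named genes in head that were then not called, 25 kept at least 50% of their log2 change, as did 51 of 53 in fat body and 19 of 20 in ovaries. The median share of the change kept was 84.7, 90.6 and 70.3%, and the standard errors were a median of 1.3 times (rounded, in each tissue) those with all libraries, so most of these calls do not show a change that ended. The medians that reversed without the doubted libraries were the head interaction of the mitochondrial ribosomal list (-0.01) and the change of the cell cycle list in H fat body (-1.1). With the germline covariate the fat body cell cycle list stood at 0.58 in M and at -0.09 in the interaction, and the germline list at 0.09 and -0.03; for the germline list this follows from the covariate's construction, and for the others the cause was not tested. The spread between libraries limits what can be called, and depth was not varied: in simulated data with the libraries' spread, a log2 change of 1 was recovered for 68.7% of genes in M heads, 55.2% in M fat body and 74.6% in M ovaries, and a log2 difference of 1 between diets for 58.2%, 31.3% and 58.2%. Only 200 genes changed there, fewer than were called with age, and the Benjamini-Hochberg threshold depends on that number. The shares recovered with age need not hold for the real comparisons.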

Differences from the paper's values

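The number of genes called with age in fat body was lower here than in the paper, at the same adjusted p under 0.05. In M, 924 genes rose, against the paper's 1555, and 550 fell, against the paper's 1275. In H, 711 rose, against the paper's 1395, and 951 fell, against the paper's 1477. Of 23 alternatives set before the data were examined, 3 brought the genes rising in M within 1.5 times the paper's count: division by library totals (1451), quantile normalization (1062) and leaving out H RNA-2 replicate 2 (1072). The genes falling in M came within it only without H RNA-2 replicate 2 (902) and the genes rising in H only without that library (1837). The genes falling in H came within it without H RNA-2 replicate 2 (1383) and without M RNA-1 replicate 1 (993). The other alternatives did not bring these counts within 1.5 times the paper's.

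With the authors' p-values over the genes tested here, an alternative chosen after seeing the values, 1542 genes rose and 1267 fell in M and 1401 rose and 1489 fell in H, and it dropped 22 and 20 of the paper's called genes in M and 22 and 11 in H. Of the genes called here in fat body, 924 of 924 rising and 546 of 550 falling in M, and 711 of 711 and 951 of 951 in H, were called by the authors in the same direction, Yp1, Yp2 and SPE among them, and 0 in the opposite direction.

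For the overlaps between the diets the paper gives an upper bound on p in all comparisons that is smaller than the largest p here, 5.07e-118 for genes falling in fat body. The p of the other 5 comparisons lay below the paper's bound.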

Other observations

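Marker genes of muscle, gut and eye were read in the fat body or ovary samples. The paper's fat body samples are the abdomen without gut and ovaries, so muscle can belong to them. Muscle genes fell with age in the fat body samples of both diets, 3 of 22 in M and 6 in H (3 and 7 when adjusted over the list alone; median log2 -0.34 and -0.42). The arginine kinase gene Argk1 fell by 0.65 in M (adjusted p = 0.00506) and 0.50 in H, and the myofilin gene Mf fell by 0.53 and 0.74. The list passed in both diets (camera adjusted p = 8e-04 and 0.000435; with an estimated correlation, adjusted p = 0.676 and 0.846), and in H it did not pass without the doubted libraries (adjusted p = 0.16), which leaves 1 library in H RNA-2, assumed to vary like the other groups. Argk1 in H (-0.41, standard error 0.17) and Mf in M (-0.53, standard error 0.19) and in H (-0.60, standard error 0.24) were not called there, and none of these was after division by library totals. Digestive genes of the gut fell in the H fat body samples, 14 of 38, with 2 higher (17 and 4 when adjusted over the list alone; median -0.99), and 5 fell in M (10 lower and 1 higher when adjusted over the list alone; median -0.71). The lysozyme gene LysB fell by 2.52 in M and 4.35 in H. The gut list passed in H (camera adjusted p = 0.0262; with an estimated correlation, adjusted p = 0.846) but not in M (camera adjusted p = 0.0516). In H it also did not pass after quantile normalization (adjusted p = 0.0542), with at least 50 in 3 libraries (adjusted p = 0.0758), without H RNA-1 replicate 2 (adjusted p = 0.08) or without the doubted libraries (adjusted p = 0.153).

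In ovaries, genes of the tricarboxylic acid cycle and the proteasome fell with age in H, 13 of 18 and 13 of 32, and 3 and 5 fell in M (14 and 13 in H and 2 and 4 in M when adjusted over the lists alone). Pdhb, of the pyruvate dehydrogenase complex, fell by 0.35 in M and 0.48 in H, and the proteasome gene Rpt2 fell by 0.19 and 0.24. The lists passed in H (camera adjusted p = 0.000401 and 0.000712; with an estimated correlation, adjusted p = 0.621 for both) and in M (camera adjusted p = 0.0317 and 0.00459; with an estimated correlation, adjusted p = 0.557 for both). In M neither passed without M RNA-2 replicate 2 (adjusted p = 0.199 and 0.146) or after division by library totals (adjusted p = 0.0836 and 0.0626). The cycle also did not pass without M RNA-1 replicate 2 (adjusted p = 0.196) and the proteasome without M RNA-1 replicate 3 (adjusted p = 0.0505), and the proteasome list in H did not pass after division by library totals (adjusted p = 0.205).

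Eye genes were seen at low levels in ovary samples and fell with age in M, 12 of 27 with 1 higher (14 and 2 when adjusted over the list alone; median -1.62, camera adjusted p = 0.000162; with an estimated correlation, adjusted p = 0.451). In H, 3 fell and 1 rose (1 and 1 when adjusted over the list alone), and the list did not pass (median -0.25, adjusted p = 0.485). The opsin gene Rh3 had means of 18.0 and 0.855 normalized counts at RNA-1 and RNA-2 in M, and the channel gene trp 73.2 and 4.65. Without M RNA-2 replicate 2 the RNA-2 means were 0.472 for Rh3 and 0.458 for trp. Without M RNA-2 replicates 1 and 3, which leaves 1 library in that group, Rh3 was not called (-2.81, standard error 0.70, from 0.54). At RNA-1, muscle genes stood higher in H than in M ovaries, 16 of 19 with none lower (16 when adjusted over the list alone; median 0.94, camera adjusted p = 1.01e-06; with an estimated correlation, adjusted p = 0.773), Mhc by 1.46. Cell cycle genes stood lower in H, 18 of 33 with 1 higher (21 and 2 when adjusted over the list alone; median -0.18, camera adjusted p = 2.11e-05; with an estimated correlation, adjusted p = 0.773), such as fzy (-0.35). From which cells the RNA of these eye, muscle and cell cycle genes came, those of the ovary itself included, was not tested.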
